# Symmetric neural progenitor divisions require chromatin-mediated homologous recombination DNA repair by *Ino80*

**DOI:** 10.1038/s41467-020-17551-4

**Published:** 2020-07-31

**Authors:** Jason M. Keil, Daniel Z. Doyle, Adel Qalieh, Mandy M. Lam, Owen H. Funk, Yaman Qalieh, Lei Shi, Nitesh Mohan, Alice Sorel, Kenneth Y. Kwan

**Keywords:** Cell division, Chromatin, Transcription, Neuronal development

## Abstract

Chromatin regulates spatiotemporal gene expression during neurodevelopment, but it also mediates DNA damage repair essential to proliferating neural progenitor cells (NPCs). Here, we uncover molecularly dissociable roles for nucleosome remodeler *Ino80* in chromatin-mediated transcriptional regulation and genome maintenance in corticogenesis. We find that conditional *Ino80* deletion from cortical NPCs impairs DNA double-strand break (DSB) repair, triggering p53-dependent apoptosis and microcephaly. Using an in vivo DSB repair pathway assay, we find that *Ino80* is selectively required for homologous recombination (HR) DNA repair, which is mechanistically distinct from *Ino80* function in YY1-associated transcription. Unexpectedly, sensitivity to loss of *Ino80*-mediated HR is dependent on NPC division mode: *Ino80* deletion leads to unrepaired DNA breaks and apoptosis in symmetric NPC-NPC divisions, but not in asymmetric neurogenic divisions. This division mode dependence is phenocopied following conditional deletion of HR gene *Brca2*. Thus, distinct modes of NPC division have divergent requirements for *Ino80*-dependent HR DNA repair.

## Abstract (web summary)

Chromatin mediates transcription and DNA repair. Here, the authors show distinct roles of chromatin remodeler INO80 in expression of YY1-regulated genes and repair of DNA breaks by homologous recombination, a DNA repair pathway important for symmetrically-dividing neural progenitors.

## Introduction

Emerging human genetic findings have implicated dysregulation of chromatin as a contributor to developmental brain disorders^1,2^. Altered chromatin function can perturb neural cell fates, maturation, or plasticity via transcriptional dysregulation^3,4^. Chromatin, however, also plays key roles in DNA-damage repair^5,6^. How disruption of chromatin-mediated genome maintenance affects brain development and whether it contributes to neurodevelopmental disorders remain largely unexplored.

Safeguarding genome integrity in proliferating neural progenitor cells (NPCs) is essential for neurodevelopment^7,8^. In fetal cerebral cortex, neurons and glia are generated by NPCs via successive rounds of cell division^9,10^. In this process, genome damage, notably DNA double-strand breaks (DSBs), inevitably arises during DNA synthesis and mitosis^7^. DSBs are mainly repaired by one of two major pathways: homologous recombination (HR) and nonhomologous end joining (NHEJ)^11–13^. HR uses homologous sequence in S and G2 phases of the cell cycle to seamlessly repair DSBs, whereas NHEJ ligates free DNA ends throughout the cell cycle in a homology-independent manner that can introduce indels or structural rearrangements^11^. DSB repair occurs in the context of chromatin. Repair pathway choice and efficiency are regulated by nucleosome remodelers that control the accessibility and mobility of chromatin^5,6^. Disruption of chromatin regulators may therefore contribute to neurodevelopmental disorders by impairing DNA repair in dividing NPCs, which could trigger DNA-damage response or lead to brain somatic mutations. Although emerging evidence suggests that somatic mutations can contribute to disorders of the brain^14^, whether post-zygotic mutations can arise as a result of chromatin dysregulation remains unknown.

Here, we uncover mechanistically distinct roles of *Ino80* in chromatin-mediated transcriptional regulation and genome maintenance in corticogenesis. *Ino80* encodes the catalytic subunit of the INO80 complex that mediates nucleosome remodeling and histone variant exchange in gene regulation and DNA repair^15–19^. *INO80* was recently identified as a candidate gene for microcephaly and intellectual disability^20^. The neurodevelopmental roles of INO80 and how its disruption contributes to disordered brain development had not been explored.

We find that conditional deletion of *Ino80* from embryonic cortical NPCs leads to accumulation of unrepaired DSBs, which trigger p53 target activation, robust apoptotic responses, and microcephaly. These *Ino80* deletion phenotypes are extensively rescued following co-deletion of *Trp53*, confirming their dependence on p53 response to DNA damage. Using an in vivo assay for DSB repair pathway choice, we find that *Ino80* is selectively required for HR DNA repair, which is mechanistically distinct from *Ino80* function in YY1-associated transcriptional regulation. Surprisingly, NPC sensitivity to loss of *Ino80*-mediated HR is not universal. At the onset of neurogenesis, NPCs transition from symmetric NPC–NPC divisions to asymmetric neurogenic divisions^9,10^. By systematic deletion of *Ino80* from NPCs pre-, peri-, and post transition, we find that deletion of *Ino80* during exclusively symmetric divisions leads to unrepaired DNA breaks and widespread apoptosis. In contrast, deletion of *Ino80* after NPC transition to asymmetric divisions does not. Consistent with a requirement for HR DNA repair selectively in symmetrically dividing NPCs, conditional deletion of well-characterized HR gene *Brca2*^21^ phenocopies the division mode dependence of *Ino80* deletion. Thus, *Ino80* plays mechanistically dissociable roles in chromatin-mediated gene regulation and DNA repair in corticogenesis, and distinct modes of NPC division have divergent requirements for HR.

## Results

### Neuroanatomical defects following *Ino80* deletion from NPCs

In developing forebrain, *Ino80* is expressed on embryonic day (E)11.5, throughout the neurogenic period, and at birth^22^ (Supplementary Fig. 1a). By immunoblotting, we found INO80 expression in developing cortex at E12.5, E17.5, postnatal day (P)2, and P7 (Supplementary Fig. 1b). Constitutive *Ino80* deletion causes embryonic lethality between E8.5 and E10.5^23,24^. We therefore leveraged a conditional *Ino80* allele^24^ to study *Ino80* in corticogenesis.

To distinguish potential *Ino80* functions in proliferating NPCs versus postmitotic neurons, we used two complementary Cre lines for *Ino80* deletion. *Emx1*^*Cre*^ mediates recombination in cortical NPCs starting at E10.5^25^, near the onset of excitatory neurogenesis, thus affecting subsequent NPCs, neurons, and astrocytes of *Emx1* lineage. Deletion of *Ino80* was confirmed by immunoblotting, which revealed loss of INO80 from E12.5 *Emx1*^*Cre/+*^;*Ino80*^*fl/fl*^ (cKO-E) cortex (Supplementary Fig. 1c). *Neurod6*^*Cre*^ (*Nex*^*Cre*^) mediates recombination in newly postmitotic excitatory neurons and spares NPCs^26^. To visualize cells that have undergone recombination, we used the Cre-dependent fluorescent reporter allele *ROSA*^*nT-nG*^ ^27^.

Following *Ino80* deletion from NPCs (cKO-E), or excitatory neurons (*Neurod6*^*Cre/+*^;*Ino80*^*fl/fl*^, cKO-N), mice were viable at birth, and fertile as adults. On P0, cKO-E, but not cKO-N, was microcephalic, with significant decreases in cortical area, thickness, and mediolateral extent (Fig. 1a–c). In addition, cKO-E cortex showed agenesis of corpus callosum and hypoplasia of hippocampus (Fig. 1b; Supplementary Fig. 1d–f). In contrast to cKO-E, *Ino80* deletion from neurons (cKO-N) did not lead to microcephaly, callosal defects, or hippocampal hypoplasia (Fig. 1a–c; Supplementary Fig. 1e, f). Thus, *Ino80* functioned in NPCs during corticogenesis.

**Fig. 1:**
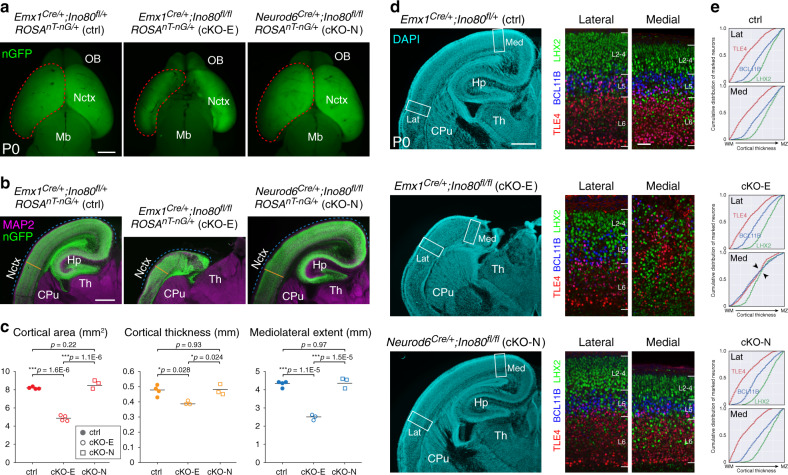
Microcephaly and disrupted medial corticogenesis following *Ino80* deletion from NPCs. **a** Dorsal view of whole-mount P0 control (ctrl) and *Ino80* conditional mutant (cKO) brains. Nuclear (n)GFP (green) was expressed Cre-dependently from *ROSA*^*nT-nG*^. *Emx1*^*Cre*^-mediated *Ino80* deletion from cortical NPCs (cKO-E) led to microcephaly, whereas *Neurod6*^*Cre*^-mediated *Ino80* deletion from postmitotic excitatory neurons (cKO-N) did not. Sample measurements of cortical area (red) quantified in **c** are indicated (ctrl: *n* = 4, cKO-E: *n* = 4, cKO-N: *n* = 3 animals). OB olfactory bulb, Nctx neocortex, Mb midbrain. **b** MAP2 (magenta) and nGFP (green) immunostaining of coronal P0 brain sections. cKO-E, but not cKO-N, was characterized by microcephaly and severe hippocampal hypoplasia. Sample measurements of cortical thickness (yellow) and mediolateral extent (blue) quantified in **c** are indicated (ctrl: *n* = 4, cKO-E: *n* = 3, cKO-N: *n* = 3 animals). CPu caudate putamen, Hp hippocampus, Th thalamus. **c** Cortical area (red), thickness (yellow), and mediolateral extent (blue) were each significantly decreased in cKO-E, but not cKO-N, compared with ctrl (data are mean, one-way ANOVA with Tukey’s post hoc test, Cortical area, ctrl: *n* = 4, cKO-E: *n* = 4, cKO-N: *n* = 3 animals, thickness and mediolateral extent, ctrl: *n* = 4, cKO-E: *n* = 3, cKO-N: *n* = 3 animals). **d** DAPI staining (cyan) of coronal P0 sections revealed altered lamination of medial neocortex and severe hypoplasia of hippocampus in cKO-E (*n* = 3 animals). Analyzed by marker immunostaining (insets), the lamination of LHX2 + (L2-5, green), BCL11B + (L5, blue), and TLE4 + (L6, red) neurons was correctly ordered in lateral (Lat) neocortex of cKO-E, but severely disrupted in medial (Med) neocortex. In cKO-N, normal lamination was present in medial and lateral neocortex. **e**, Analysis of cumulative distribution of layer marker-expressing neurons through thickness of cortex from white matter (WM) to marginal zone (MZ) revealed disrupted lamination in medial cKO-E cortex (*n* = 3 animals). Scale bar: 1 mm in **a**; 500 μm in **b**, **d**; 50 μm in **d** inset.

### *Ino80* deletion from NPCs disrupted medial corticogenesis

To assess neocortical lamination, we analyzed layer markers by immunostaining. This revealed a striking mediolateral regional difference in layer formation in *Ino80* cKO-E. In lateral neocortex, TLE4 + layer (L)6, BCL11B(CTIP2) + L5, and LHX2 + L2–5 neurons were properly ordered in cKO-E (Fig. 1d). Analysis of cumulative distribution of neurons labeled by each marker through the thickness of the cortex revealed correct lamination in both ctrl and cKO-E lateral cortex (Lat, Fig. 1e). cKO-E medial cortex, however, was characterized by disrupted layer organization (Med, Fig. 1d, e). The consequences of *Ino80* deletion from NPCs were therefore regionalized and graded on the mediolateral axis in cKO-E; lateral neocortex was grossly normal in lamination, medial neocortex was significantly disorganized, and hippocampus, a cortical structure medial to neocortex, was severely hypoplastic. In contrast, postmitotic deletion of *Ino80* in cKO-N did not alter medial or lateral neocortical lamination (Fig. 1d, e). Together, these data suggested that *Ino80* deletion from NPCs, but not neurons, preferentially disrupted medial corticogenesis.

### Loss of medial NPCs to apoptosis following *Ino80* deletion

The cKO-E phenotypes implicated *Ino80* function in NPCs. In E15.5 cKO-E cortex, SOX2 + apical progenitors (APs) and EOMES(TBR2) + intermediate progenitors (IPs) were each significantly reduced in number in medial, but not lateral, cortex (Fig. 2a, b). Analysis of S-phase NPCs by a 1-h pulse of thymidine analog ethynyl deoxyuridine (EdU) confirmed selective loss of cycling NPCs in medial cortex in cKO-E by E13.5 (Supplementary Fig. 2a). This regional NPC loss did not affect the cortical hem, a signaling center (Fig. 2a). Next, we assessed whether NPC loss was associated with apoptosis. At E13.5, cleaved-caspase 3 (CC3), a marker of apoptosis, and pyknosis, condensation of chromatin during apoptosis, were widespread in medial, but not lateral, cortex (Fig. 2c, d). Together, these results showed that the perinatal anatomical defects in medial cortex correlated with medial apoptosis in embryonic cKO-E cortex.

**Fig. 2:**
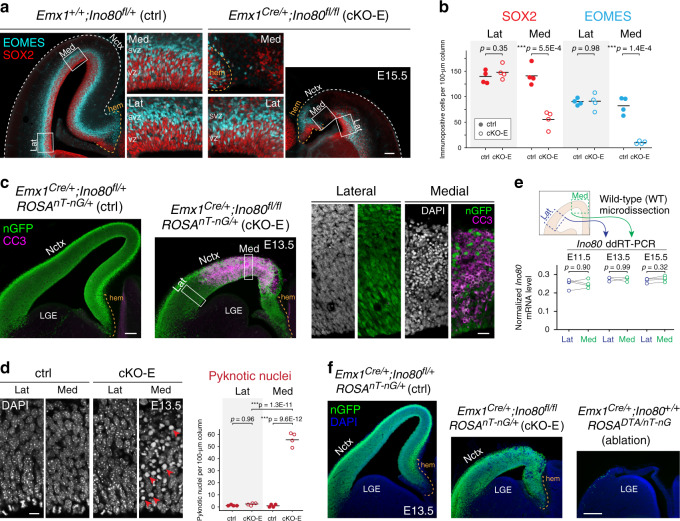
Selective loss of medial NPCs to apoptosis following *Ino80* deletion. **a**, **b** NPC marker immunostaining of coronal E15.5 sections revealed significant loss of SOX2 + apical progenitors (red) and EOMES + intermediate progenitors (cyan) in medial, but not lateral, cKO-E neocortex compared with ctrl (data are mean, two-tailed unpaired *t* test, *n* = 4 animals). NPC marker expression was unaffected in cortical hem in cKO-E. VZ ventricular zone, SVZ subventricular zone. **c** Cleaved Caspase 3 (CC3) immunostaining (magenta) of coronal E13.5 sections showed extensive apoptosis in medial, but not lateral, cKO-E neocortex. Cre-dependent expression of nGFP (green) from *ROSA*^*nT-nG*^ was present in both medial and lateral cKO-E neocortex (*n* = 3 animals). DAPI staining (inset, white) revealed pyknotic nuclei, another marker of apoptosis, in medial, but not lateral, cKO-E neocortex. Neither CC3 immunostaining nor pyknotic nuclei were increased in cKO-E cortical hem. LGE lateral ganglionic eminence. **d** At E13.5, pyknotic nuclei (red arrowheads) were significantly increased in medial, but not lateral, cKO-E neocortex compared with ctrl (data are mean, ANOVA with Tukey’s post hoc test, *n* = 4 animals). **e** Quantitative analysis of *Ino80* mRNA expression in wild-type (WT) embryonic neocortex by droplet digital (dd)RT-PCR revealed consistent *Ino80* expression in lateral and medial neocortex at E11.5, E13.5, and E15.5 (data are mean, two-tailed paired *t* test, E11.5: *n* = 4, E13.5: *n* = 3, E15.5: *n* = 4 animals). **f**, Comparison of ctrl, cKO-E, and *Emx1*^*Cre*^*;ROSA*^*DTA/nT-nG*^ E13.5 cortex (*n* = 3 animals). In ctrl, Cre-dependent nGFP reporter (green) expression was present in both medial and lateral neocortex, and cortical hem. Similarly, in cKO-E, nGFP was present in both medial neocortex affected by apoptosis, and lateral neocortex unaffected by apoptosis. In *Emx1*^*Cre*^*;ROSA*^*DTA/nT-nG*^, both medial and lateral neocortex, as well as cortical hem, were extensively ablated by Cre-dependent expression of DTA, consistent with uniform *Emx1*^*Cre*^ activity throughout the cortex. Scale bar: 100 μm in **a**, **c**; 20 μm in **c** inset; 10 μm in **d**; 200 μm in **f**.

The mediolateral difference in apoptosis in cKO-E embryonic cortex was remarkably consistent, showing a similar pattern in all animals we analyzed (Supplementary Fig. 2b, c). To determine whether this was a reflection of spatial difference in normal *Ino80* expression in embryonic cortex, we microdissected medial and lateral cortex from E11.5, E13.5, and E15.5 wild-type embryos and used droplet digital (dd)RT-PCR to analyze *Ino80* mRNA levels (Fig. 2e). This revealed no regional difference in *Ino80* expression between medial and lateral cortex.

To ascertain that the spatial sensitivity to *Ino80* deletion was independent of potential nonuniformity in *Emx1*^*Cre*^ activity, we used the Cre-dependent reporter gene *ROSA*^*nT-nG*^ to analyze Cre recombination, which showed uniform mediolateral expression of nuclear (n)GFP (Fig. 2c, f; Supplementary Fig. 2b, c). This is consistent with other studies using *Emx1*^*Cre*^, a widely used Cre driver line with over 700 citations^25^. Furthermore, we analyzed the extent of cell ablation by *Emx1*^*Cre*^ and Cre-dependent suicide gene *ROSA*^*DTA*^^28^, which led to cell ablation throughout the mediolateral extent of *Emx1*^*Cre*^*;ROSA*^*DTA/nT-nG*^ cortex (Fig. 2f). Together, these data indicated that cKO-E phenotypes were not the result of nonuniform Cre activity or regionalized *Ino80* expression, and implicated an alternative explanation for the preferential sensitivity of medial cortex to *Ino80* deletion.

### Transcriptomic signature of p53 activation in *Ino80* cKO-E

To gain mechanistic insights into the sensitivity of medial NPCs to *Ino80* deletion, we explored molecular functions of *Ino80*. As a chromatin remodeler, INO80 plays a role in transcriptional regulation^17,18^. We performed transcriptome analysis of E13.5 cortex by unique molecular identifier (UMI) RNA-seq using Click-seq^29^. 

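Neocortical tissue of 7 ctrl and 5 cKO-E embryos at E13.5 was sequenced as 1 library per embryo. In Click-seq, cDNA synthesis is stopped at random by azido-nucleotides, and the adaptor that is then joined to the cDNA by click chemistry carries the molecular tag. The authors deposited the number of deduplicated reads on each gene (counts), without normalization, after depletion of ribosomal RNA, adapter trimming, alignment with STAR, deduplication with UMI-tools and counting with htseq-count. Between 1539303 and 5205035 counts fell on genes in the ctrl libraries, with a median of 3152460. The cKO-E libraries held between 820915 and 3615327 counts, with a median of 2952788. The ctrl embryos were 4 females and 3 males, and the cKO-E embryos were 4 females and 1 male. Sequencing batch 1 held 4 ctrl and 3 cKO-E embryos, and sequencing batch 2 held 3 ctrl and 2 cKO-E embryos. Counts were normalized with edgeR's TMM factors and are given as CPM, the normalized counts scaled to a common library size. Each gene was tested with edgeR's quasi-likelihood test after filterByExpr had removed genes with low counts, and p values were adjusted over all genes tested by the Benjamini-Hochberg procedure. A count of 3 corresponded to between 0.608 and 3.71 CPM in these libraries, depending on the depth of the library. Because duplicate reads had been removed by molecular tag, a count stands for 1 tagged cDNA molecule.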

In UMI RNA-seq, Click addition of UMI tag to each cDNA molecule enabled post-sequencing deduplication^30^. 

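The deposited counts are sums over each whole gene, so they carry no coverage of single exons. The ERCC standards were not used here. *Ino80* (ENSMUSG00000034154.15) lies on chromosome 2 of GRCm38 from 119373042 to 119477687. Its expression was 122 ± 8.73 CPM (SD, n = 7) in ctrl and 167 ± 14.8 (SD, n = 5) in cKO-E. The gene-level log2 fold change was 0.48 (SE 0.07, adjusted p = 7.92e-05 from edgeR's quasi-likelihood test), and every cKO-E embryo was above every ctrl embryo. With each embryo left out in turn, the log2 fold change stayed between 0.45 and 0.51.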

Analysis of spike-in ERCC standards revealed excellent quantification, and deletion of *Ino80* exons 2–4 by *Emx1*^*Cre*^ was confirmed (Supplementary Fig. 3a–c).

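In the comparison of cKO-E with ctrl, 11660 genes had enough counts to be tested. At a false discovery rate of 0.001, 124 genes were upregulated and 270 were downregulated. The cKO-E embryos lay all above or all below the ctrl embryos for 1022 of the 11660 genes tested, where chance gives 0.253% of genes. These included 116 of the upregulated and 266 of the downregulated genes, which had been selected by their difference in the same embryos. As a ratio, the number of upregulated genes moved most with the false discovery rate, and at 0.05 it came to 852 upregulated and 1152 downregulated genes. The number of downregulated genes moved most in sequencing batch 2 alone, with 2 cKO-E embryos, where 20 genes were upregulated and 10 downregulated. Within sequencing batch 1 alone, 85 genes were upregulated and 182 downregulated. Among fully separated genes, the smallest p values of the upregulated genes belonged to *Ano3*, *Eda2r*, *Cntn5*, *Aen* and *Ccng1*. *Cntn5* (ENSMUSG00000039488.15, chromosome 9) rose from 299 ± 19.5 CPM (SD, n = 7) to 588 ± 38.9 (SD, n = 5), a log2 fold change of 0.98 (SE 0.06, adjusted p = 1.93e-08). *Aen* (ENSMUSG00000030609.18, chromosome 7) had a log2 fold change of 1.21 (SE 0.07, adjusted p = 1.93e-08). The smallest p values of the downregulated genes belonged to *Rhbdl3*, *Tet2*, *Pkd2*, *Rora* and *Serbp1*. *Rhbdl3* (ENSMUSG00000017692.8, chromosome 11) fell from 193 ± 5.56 CPM (SD, n = 7) to 89.0 ± 11.0 (SD, n = 5), a log2 fold change of -1.14 (SE 0.07, adjusted p = 1.93e-08). The log2 fold changes of the other genes were -0.96 for *Tet2*, -1.03 for *Pkd2*, -0.99 for *Rora* and -0.79 for *Serbp1*.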

Analysis of differential gene expression using edgeR^31^ revealed 205 significantly upregulated and 418 significantly downregulated genes in cKO-E with a stringent false discovery rate (FDR) of <0.001 (Fig. 3a; Supplementary Tables 1 and 2). 

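Genes coloured as p53 targets in the volcano plot of Fig. 3a include *Ano3*, *Eda2r*, *Dglucy*, *Ccng1*, *Cdkn1a*, *Pvt1*, *Pmaip1*, *Bbc3* and *Ephx1*. *Ano3* (ENSMUSG00000074968.11, chromosome 2 from 110655201 to 110950923) rose from 4.42 ± 1.92 CPM (SD, n = 7) in ctrl to 80.8 ± 8.74 (SD, n = 5) in cKO-E, a log2 fold change of 4.39 (SE 0.17, adjusted p = 2.71e-11 from edgeR's quasi-likelihood test). *Eda2r* (ENSMUSG00000034457.10, chromosome X) rose from 1.96 ± 0.723 to 26.5 ± 5.89 CPM, a log2 fold change of 3.89 (SE 0.22, adjusted p = 7.94e-09). *Ccng1* (ENSMUSG00000020326.7, chromosome 11) rose from 10.5 ± 1.77 to 41.4 ± 9.41 CPM, with a log2 fold change of 2.03 (SE 0.14, adjusted p = 6.78e-08). *Dglucy* had a log2 fold change of 2.99 (adjusted p = 4.58e-07), *Pvt1* of 1.32 (adjusted p = 4.78e-06) and *Bbc3* of 2.17 (adjusted p = 1.89e-05). *Cdkn1a* had 0 to 5 counts in the ctrl embryos and 7 to 37 in the cKO-E embryos, a log2 fold change of 3.63 (SE 0.36, adjusted p = 4.33e-06). *Pmaip1* had at most 1 count in a ctrl embryo and 6 to 26 counts in the cKO-E embryos, so its expression was at least 5.39-fold higher in cKO-E (adjusted p = 1.36e-06). *Ephx1* had 0 to 3 counts in ctrl and 2 to 30 in cKO-E, at least 5.55-fold higher, and its counts were too low for it to be tested.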

Strikingly, of the 205 upregulated genes, 36 are known to be transcriptionally activated by tumor suppressor protein p53 (TRP53), bound at their genomic locus by p53, or both. p53 is activated in response to DNA damage and turns on target genes that mediate cell-cycle arrest, DNA repair, or apoptosis^32^. We used ddRT-PCR and validated upregulation of three p53-target genes (Fig. 3b). To determine whether p53 targets were overrepresented, we intersected cKO-E-upregulated genes with known p53 targets. 

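A list of 121 mouse genes known as p53 targets was written from general knowledge, after the paper's tables were read and before the counts were, because the targets in the supplementary tables are marked by colour only. Those tables report the same embryos, and 118 of the 124 genes upregulated here are among the 205 genes that the paper's table lists, so the list is not independent of the genes it was tested against. Of the 90 listed genes with enough counts to be tested in cKO-E, 15 were among the 124 upregulated genes, where 0.957 would be expected by chance (one-sided Fisher's exact test, p = 2.48e-14, adjusted p = 5.95e-13 over 24 tests of gene lists). The background was all 11660 genes tested. The genes were *Aen*, *Apaf1*, *Bbc3*, *Ccng1*, *Cdkn1a*, *Eda2r*, *Inka2*, *Phlda3*, *Pmaip1*, *Polk*, *Pvt1*, *Sesn2*, *Tnfrsf10b*, *Trp53cor1* and *Zmat3*. With p values adjusted over the list alone, 18 were upregulated. Across the listed genes, 63 had a log2 fold change above 0 and 27 below 0, with a median of 0.20, and *Pank1* was downregulated (log2 fold change -0.70, adjusted p = 0.000114). With each embryo left out in turn, the number of upregulated listed genes was 14 or 15. In sequencing batch 1 alone, 16 of 93 tested genes of the list were upregulated, and in batch 2 alone, 1 of 82 (one-sided Fisher's exact test, p = 2.22e-18 and p = 0.139).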

Analysis of hypergeometric distribution revealed significant enrichment of p53-target genes identified by genome-wide studies^32^ (Fig. 3c). p53 can upregulate diverse target genes depending on the trigger for activation. Intersection of cKO-E-upregulated genes with p53 targets activated by X-radiation-induced DSBs^33^ revealed a highly significant overrepresentation (*P*_hyper_ = 3.60E-20). Therefore, our transcriptomic analysis uncovered a signature of p53 activation that was consistent with DSBs as a trigger for p53. 

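For each of 8 p53-target genes named in Fig. 3a and tested, the lowest cKO-E embryo was above the highest ctrl embryo. As a ratio, the closest groups were those of *Pvt1*, with a highest ctrl value of 78.7 CPM and a lowest cKO-E value of 118. For *Ano3*, the highest ctrl value was 7.89 CPM and the lowest cKO-E value was 69.6. The paper reasons from the overrepresentation of p53 targets among upregulated genes that p53 was activated. From the overlap with targets induced by X-radiation, it describes this signature as compatible with DSBs as a trigger.

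**Figure D1:**
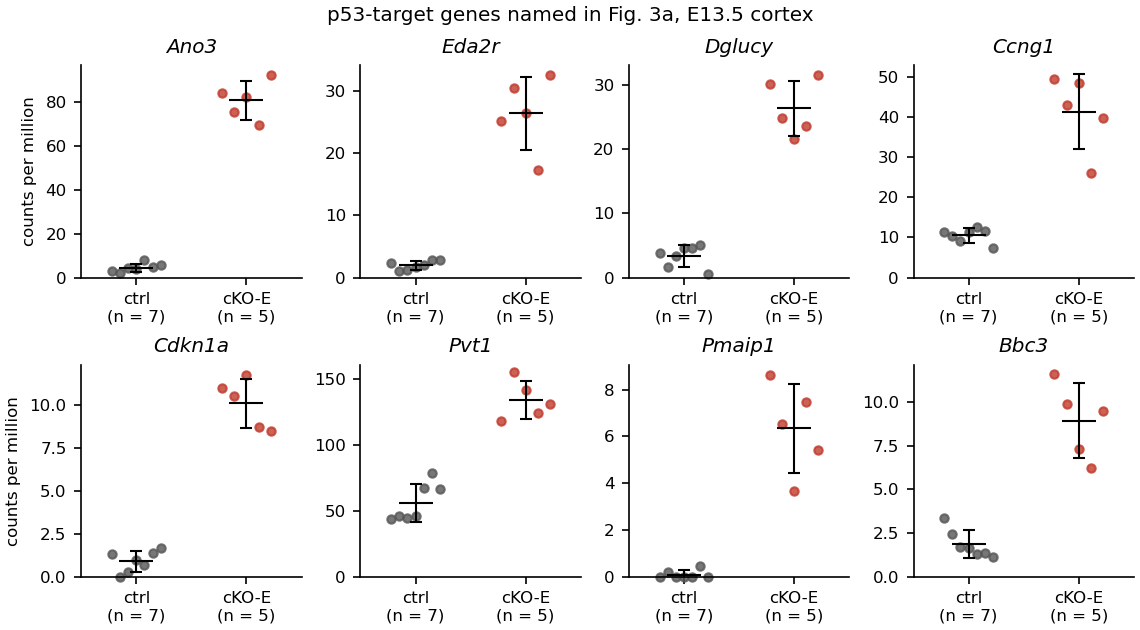
Expression of 8 p53-target genes in E13.5 cortex, in CPM on linear axes that start at 0. Each point is 1 embryo (7 ctrl, 5 cKO-E), and the bar and whiskers are the mean and SD. *Cdkn1a* spans 0 to 1.68 CPM in ctrl and 8.49 to 11.7 in cKO-E.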

In an unactivated state, p53 is monoubiquitinated by MDM2 and degraded. DSBs trigger abrogation of MDM2–p53 interaction, thus blocking degradation and stabilizing p53. Consistent with p53 stabilization, nuclear p53 immunostaining was significantly increased 17-fold in E13.5 medial, but not lateral, cortex (Fig. 3d, e), a gradient highly similar to that of apoptosis in cKO-E. We also found a signature consistent with microglia in cKO-E; 31 of the 205 upregulated genes are selectively expressed in microglia in wild-type brain (Fig. 3a, c)^34^. 

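A list of 46 genes selectively expressed in microglia was likewise written after the paper's tables were read and before the counts were examined. Microglial transcripts were rare at this depth, and 8 of the listed genes had enough counts to be tested in cKO-E after filterByExpr. All 8 had a log2 fold change above 0, with a median of 1.39. The 3 genes *Csf1r*, *Dock2* and *Mpeg1* were upregulated, where 0.0851 would be expected by chance (one-sided Fisher's exact test, p = 6.32e-05, adjusted p = 0.000379 over 24 tests of gene lists). *Mpeg1* (ENSMUSG00000046805.9, chromosome 19) had 1 to 4 counts in the ctrl embryos and 4 to 15 in the cKO-E embryos, and rose from 0.899 ± 0.450 to 4.70 ± 0.657 CPM (adjusted p = 5.58e-05 from edgeR's quasi-likelihood test). *Csf1r* (ENSMUSG00000024621.15, chromosome 18) had 1 to 8 counts in ctrl and 5 to 22 in cKO-E, a log2 fold change of 2.14 (SE 0.33, adjusted p = 0.000278). *Dock2* had a log2 fold change of 1.53 (adjusted p = 0.000485). *Fcrls* and *C1qc* had too few counts to be tested. *Fcrls* had 0 to 4 counts in ctrl and 4 to 13 in cKO-E, and *C1qc* had 0 to 3 counts in ctrl and 3 to 14 in cKO-E, at least 2.96-fold higher. The number of testable genes followed from the filter on counts. Among all genes with at least 1 count, 44 listed genes were tested, and 7 were upregulated (one-sided Fisher's exact test, p = 3e-07). When only genes with at least 10 counts in every embryo were tested, 2 listed genes were left, of which 0 were upregulated at a false discovery rate of 0.001 and 2 had an unadjusted p under 0.05. Within sequencing batch 1, 2 of 12 tested genes of the list were upregulated, and within batch 2, 0 of 6 were, with 3 at an unadjusted p under 0.05.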

Microglia are resident phagocytes of the brain and can increase in number and undergo activation in response to apoptosis^30,35^. Immunostaining for microglia marker ADGRE1 (F4/80) showed a significant increase in number of activated microglia with phagocytic morphology in medial, but not lateral, cortex (Fig. 3f), consistent with the regional gradient of apoptosis in cKO-E. Together, the p53 transcriptome signature and spatial specificity of p53 stabilization suggested that p53 activation underpinned apoptosis, NPC loss, and anatomical defects in medial cKO-E cortex. Furthermore, the significant overrepresentation of X-radiation p53-target genes was consistent with DSBs as trigger for p53 activation.

**Fig. 3:**
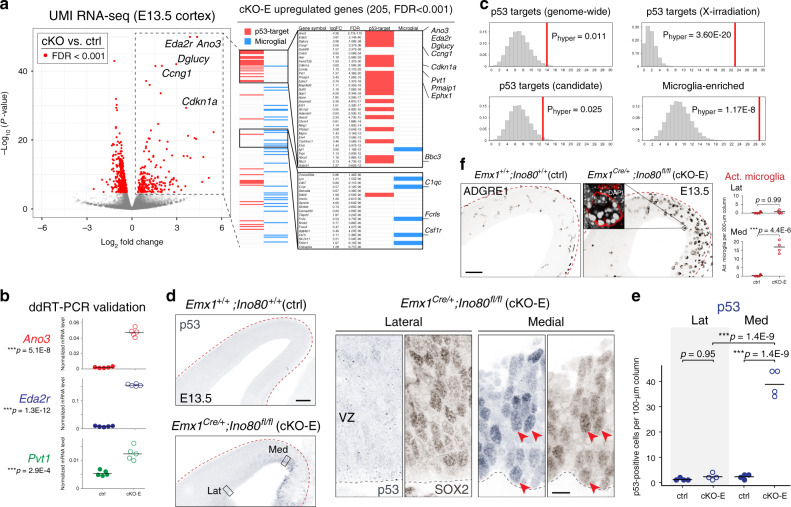
p53 and microglial activation in medial cortex following *Ino80* deletion. **a** Volcano plot of unique molecular identifier (UMI) RNA-seq comparing E13.5 cortex of cKO-E (*n* = 5 animals) with ctrl (*n* = 7 animals). For each gene, *P* value was calculated with likelihood ratio tests and false discovery rate (FDR) was calculated using the Benjamini–Hochberg procedure. Differentially expressed genes (FDR < 0.001) are indicated by red dots. Of the 205 significantly upregulated genes in cKO-E, 36 are known p53 targets (red bars) and 31 are expressed selectively in microglia (blue bars). **b** ddRT-PCR validated significant upregulation of p53-target genes *Ano3*, *Eda2r*, and *Pvt1* in cKO-E compared with ctrl E13.5 cortex (data are mean, two-tailed unpaired *t* test, *n* = 5 animals). **c** Intersectional analysis of the 205 upregulated genes in cKO-E revealed significant enrichment of p53 targets and microglia genes. The distribution of random overlap is shown in histogram, and the observed overlap is indicated by vertical red line (hypergeometric test, Bonferroni correction, α = 0.0125). The subset of p53-target genes upregulated by X-irradiation-induced DSBs were especially overrepresented in cKO-E-upregulated genes. **d**, **e** p53 immunostaining (blue) revealed significant increase in the number of p53-positive cells in medial, but not lateral, cKO-E E13.5 neocortex compared with ctrl (data are mean, one-way ANOVA with Tukey’s post hoc test, *n* = 4 animals). p53 activation was present in SOX2 + (brown) NPCs (solid arrowheads) in cKO-E. **f** ADGRE1 (F4/80) immunostaining revealed an increase in morphologically activated (Act.) microglia in medial, but not lateral, cKO-E neocortex at E13.5 (data are mean, two-tailed unpaired *t* test, *n* = 4 animals). ADGRE1 + microglia (red, inset) phagocytosed numerous pyknotic nuclei labeled by DAPI (white). Scale bar: 100 μm in **d**, **f**; 10 μm in **d** inset.

### Unrepaired DNA double-strand breaks in *Ino80* cKO-E

To assess DSBs, we immunostained for phospho-(p)KAP1 (TRIM28), a marker of unrepaired heterochromatic DSBs^36^. At E13.5, cKO-E was characterized by a marked 38-fold increase in pKAP1 + cells in medial cortex (arrowheads, Fig. 4a), but not lateral cortex. Notably, pKAP1 immunostaining was largely localized near the ventricular surface. During corticogenesis, apical NPCs (radial glia) undergo interkinetic nuclear migration (IKNM), where NPC nuclei migrate to upper VZ for S phase and ventricular surface for mitosis. pKAP1 localization in cKO-E suggested that NPCs in G2 or M phase carried unrepaired DSBs. We next co-immunostained pKAP1 (white, Fig. 4b) with a 1-h pulse of EdU (red), a marker of S phase, and phospho-histone H3 (pHH3, cyan), a marker of mitosis. pKAP1 was present in 1-h EdU-positive (S-phase, solid arrowheads) and EdU-negative (post-S-phase, open arrowheads) cells near the ventricular surface, but did not colocalize with pHH3. Together, these data suggested that *Ino80* cKO-E NPCs accumulated, in late S or G2 phase, DSBs that were not properly repaired, impairing or delaying progression through the cell cycle into mitosis.

**Fig. 4:**
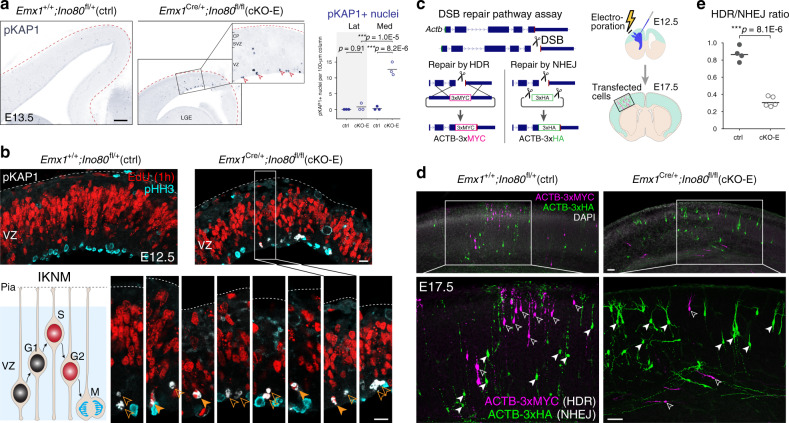
Impaired HR DNA repair and unrepaired DSBs following *Ino80* deletion. **a** Immunostaining for DSB marker pKAP1 (blue) revealed a significant increase in unrepaired DSBs in medial, but not lateral, E13.5 cKO-E neocortex (data are mean, one-way ANOVA with Tukey’s post hoc test, *n* = 3 animals). A majority of pKAP1 + nuclei in cKO-E were positioned near the ventricular surface (open arrowheads). CP cortical plate. **b** Analysis of S-phase NPCs by 1-h pulse of thymidine analog EdU (red), M-phase NPCs by phospho-H3 (pHH3) immunostaining (cyan), and DSBs by pKAP1 immunostaining (white) in E12.5 cortex. NPCs undergo interkinetic nuclear migration (IKNM) and their nuclear position in distinct phases of the cell cycle is depicted in the schematic. pKAP1 staining revealed unrepaired DSBs in 1-h EdU-positive (solid arrowheads, S-phase) and EdU-negative (open arrowheads, post-S-phase) cells near the ventricular surface. Ventricular pKAP1 staining did not colocalize with pHH3, suggesting that NPCs with unrepaired DSBs did not progress successfully into mitosis. **c** Schematic illustration of in vivo DSB repair assay. A genomic DSB is induced by CRISPR–Cas9 within the coding region of *Actb* near the C terminus. Two reporter repair templates were designed such that repair of the DSB by HDR would lead to in-frame expression of ACTB-3xMYC, whereas repair by NHEJ would lead to expression of ACTB-3xHA. CRISPR–Cas9 and reporter repair constructs were co-transfected into cortical NPCs at E12.5 by in utero electroporation (IUE). Electroporated brains were analyzed at E17.5. **d**, **e** In electroporated E17.5 brains, MYC tag-labeled cells (magenta) have undergone HDR of the *Actb* DSB (open arrowheads), whereas HA tag-labeled cells (green) have undergone NHEJ repair (solid arrowheads). Quantification of HDR/NHEJ ratio demonstrated a significant decrease in HDR relative to NHEJ in cKO-E cortex compared with ctrl (data are mean, two-tailed unpaired *t* test, ctrl: *n* = 4, cKO-E: *n* = 5 animals, > 100 cells per animal). Scale bar: 100 μm in **a**; 10 μm in **b**; 50 μm in **d**.

Increased accumulation of DSBs in cKO-E could result from increased DNA damage or compromised DNA repair. We immunostained for histone variant γH2AX, which is recruited to DSBs, with 1-h EdU (magenta, Supplementary Fig. 4a). This revealed that S-phase NPCs were normally characterized by an abundance of γH2AX foci (green), consistent with a previous study that ~50 DSBs are sustained by each normal cell division^37^. To quantify S-phase DSBs, we co-immunostained for γH2AX and the DNA repair protein 53BP1, which co-localize at DSBs (Supplementary Fig. 4b). This revealed no increase in γH2AX + /53BP1 + foci in EdU + NPCs in E12.5 cKO-E, suggesting that *Ino80* deletion did not induce additional DNA breaks in S phase. In contrast, many post-S-phase (EdU-negative) ventricular NPCs were characterized by pan-nuclear γH2AX staining, a marker of apoptosis following substantial DNA damage during replication^38^ (Supplementary Fig. 4a, c). Together, these data suggested that in the absence of *Ino80*, no additional DNA damage occurred during replication, but repair of synthesis-associated DNA damage was impaired in dividing NPCs, leading to accumulation of unrepaired DSBs and p53-dependent apoptosis in cKO-E medial cortex.

### Impaired homologous recombination DNA repair in *Ino80* cKO-E

INO80 has been shown to mediate removal of histone subunit H2A.Z and exchange of RPA for RAD51, important steps in DSB repair by HR^39,40^. To assess HR in cKO-E, we designed an assay to interrogate DSB repair pathway choice in vivo. We used CRISPR–Cas9 to generate a DSB at the C terminus of *Actb* coding region^41^ and provided two reporter repair templates. The homology-dependent repair (HDR) template contained 800-bp homology arms flanking a 3xMYC epitope tag. HDR, a reliable proxy for endogenous HR^42^, would lead to in-frame knock-in, resulting in ACTB-3xMYC expression (Fig. 4c). The NHEJ template contained sgRNA target sites flanking a 3xHA epitope tag. CRISPR–Cas9 cleavage would generate a short repair template without homology, and NHEJ repair in forward orientation would lead to ACTB-3xHA expression. By providing both repair templates, relative pathway choice can be assessed using an HDR/NHEJ ratio^42^.

To perform the assay in vivo, we used in utero electroporation (IUE) to transfect CRISPR–Cas9 and repair template constructs into E12.5 cortical NPCs (Fig. 4c). Analyzed at E17.5, control brains showed an HDR/NHEJ ratio of 0.87 (Fig. 4d, e). In cKO-E, the HDR/NHEJ ratio was 0.31, a significant 64% decrease. These results support a selective impairment of HR in *Ino80* cKO-E and are consistent with previous studies demonstrating INO80 function in H2A.Z removal and RPA/RAD51 exchange during HR^39,40,43^. Our analysis of E13.5 cKO-E transcriptome revealed no significant change in expression of HR genes (Supplementary Fig. 4d), suggesting that *Ino80* function in HR was not mediated via transcriptional regulation. 

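A list of 57 HR genes was written after the paper's tables were read and before the counts were examined, and 55 of them had enough counts to be tested in cKO-E. Their log2 fold changes ranged from -1.02 to 0.30 with a median of -0.09, and 35 were below 0 and 20 above. Tested as a set with limma's camera at an inter-gene correlation of 0.01, the list was lower than the other genes (two-sided p = 0.0144, adjusted p = 0.0288 over 24 such tests). Its median was at percentile 0.15 of 10000 random lists matched on mean expression. However, 13 of the 64 splits of the embryos into groups of the same sizes, with same-lettered embryos kept in different groups as in the real split, gave a list median as far from 0 in either direction. The median moved most toward 0 when cKO-E embryo C was left out, to -0.02, and within sequencing batch 1 it was -0.04 against -0.16 in batch 2. From the expression of HR genes, the paper proposes that *Ino80* acted in HR other than through transcription.

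**Figure D2:**
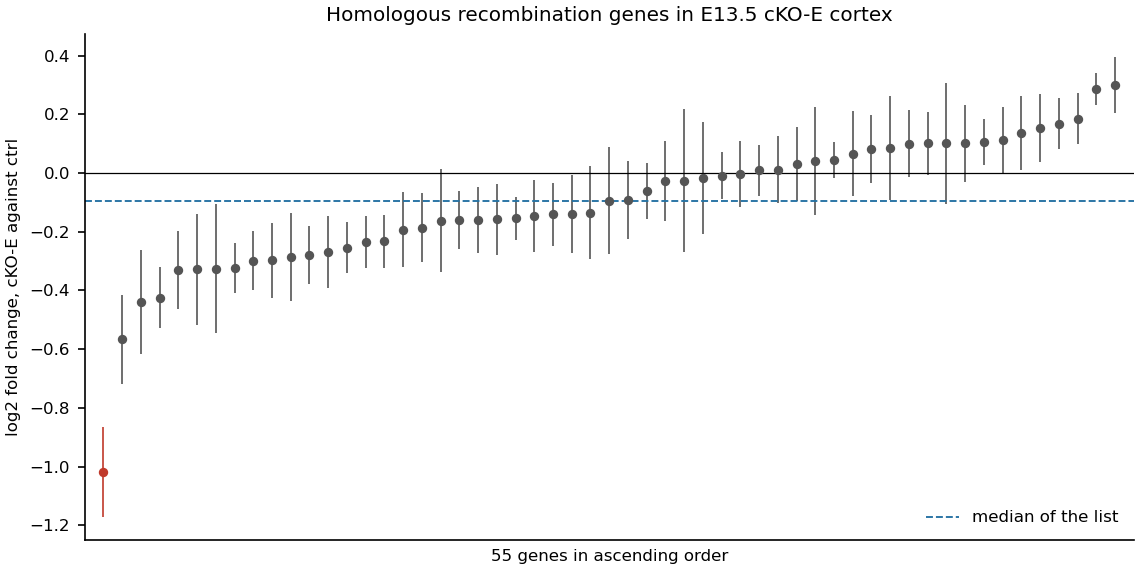
Log2 fold change of each of 55 HR genes in E13.5 cKO-E cortex against ctrl, in ascending order. Points are estimates from edgeR, whiskers are 1 standard error, the red point is past the false discovery rate of 0.001, and the dashed line is the median of the list at -0.09.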

Together, our data indicated that following *Ino80* deletion, disruption of HR DNA repair led to an accumulation of DSBs in NPCs.

### *Trp53* co-deletion extensively rescued *Ino80* cKO-E phenotypes

As a nucleosome remodeler, *Ino80* is positioned to regulate gene expression and DNA repair. To distinguish these distinct aspects of *Ino80* function in contributing to cKO-E phenotypes, we simultaneously deleted *Trp53* (the p53 gene) with *Ino80* (*Emx1*^*Cre/+*^*;Ino80*^*fl/fl*^*;Trp53*^*fl/fl*^; dKO-E) to block p53-dependent response to DNA damage. Co-deletion of *Trp53* led to a strikingly complete rescue of cKO-E phenotypes. At P0, microcephaly (Fig. 5a, b), hippocampal hypoplasia, callosal agenesis, and medial cortex laminar defects (Supplementary Fig. 5a–c) were each markedly rescued by *Trp53* co-deletion in dKO-E. At E13.5, dKO-E cortex showed no increase in apoptosis or activated microglia compared with control (Fig. 5c; Supplementary Fig. 5d, e), and at E15.5, no loss of NPCs (Fig. 5d). This extensive rescue following *Trp53* co-deletion indicated that these *Ino80* cKO-E phenotypes were underpinned by *Ino80* function in DNA repair and p53-dependent response to the resulting DNA damage.

**Fig. 5:**
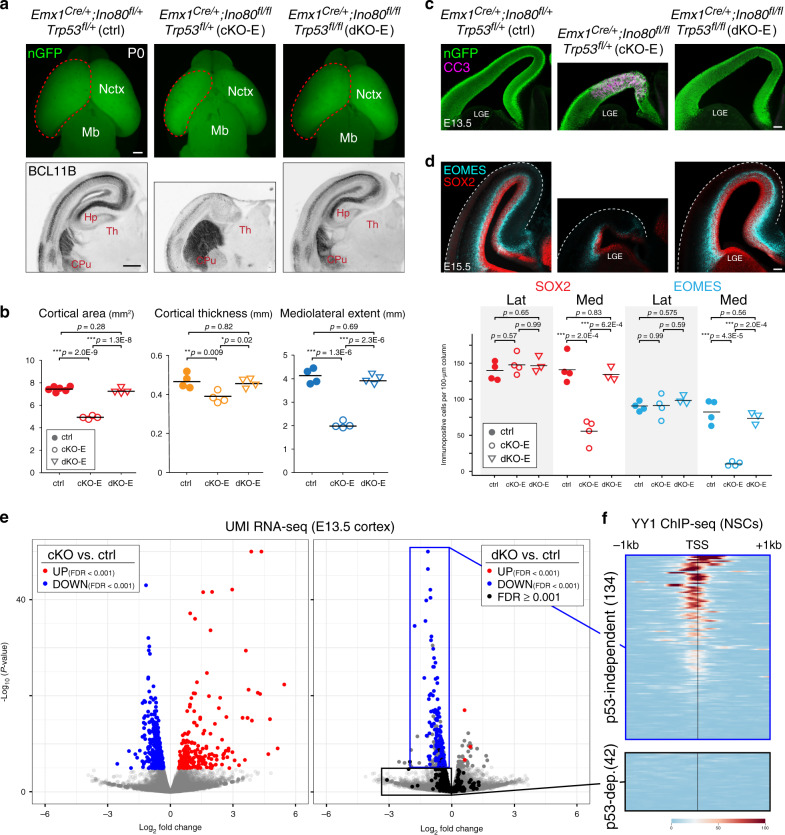
*Trp53* co-deletion rescued *Ino80* phenotypes and revealed mechanistically distinct *Ino80* roles. **a** Dorsal view of P0 whole-mount brains and BCL11B immunostaining (black) of P0 coronal sections. Co-deletion of *Trp53* with *Ino80* (dKO-E) rescued major *Ino80* deletion (cKO-E) phenotypes, including microcephaly, severe hippocampal hypoplasia, and disrupted neocortical lamination. Sample measurements quantified in **b** are indicated (ctrl cortical area: *n* = 6, all other measurements: *n* = 4 animals). **b** Cortical area (red), thickness (yellow), and mediolateral extent (blue) were restored in dKO-E and not significantly different compared with ctrl (data are mean, one-way ANOVA with Tukey’s post hoc test, ctrl cortical area: *n* = 6, all other measurements: *n* = 4 animals). **c** CC3 immunostaining (magenta) revealed no increase in apoptosis in dKO-E E13.5 neocortex (*n* = 3 animals). **d** The number of SOX2 + (red) and EOMES + (cyan) NPCs in E15.5 dKO-E cortex were restored to levels not significantly different compared with ctrl (data are mean, one-way ANOVA with Tukey’s post hoc test, ctrl: *n* = 4, cKO-E: *n* = 4, dKO-E: *n* = 3 animals). **e** UMI RNA-seq volcano plots comparing cKO-E with ctrl, and dKO-E (*n* = 7 animals) with ctrl E13.5 cortex. In the cKO-E versus ctrl comparison (left panel), differentially regulated genes are indicated (upregulated, red dots; downregulated, blue dots). The same genes are labeled in the dKO-E versus ctrl comparison (right panel). Genes that remained differentially regulated (FDR < 0.001) following *Trp53* co-deletion are indicated by dots of the same color. Genes that lost differential expression (FDR ≥ 0.001) are indicated by black dots. The vast majority of cKO-E-upregulated genes (202/205) were rescued by *Trp53* co-deletion, indicating that their upregulation was p53-dependent. About one-third of cKO-E-downregulated genes (134/418), however, remained significantly downregulated in dKO-E, consistent with p53-independent gene regulation by *Ino80*. **f** Intersectional analysis of the 134 p53-independent downregulated genes with published ChIP-seq data from mouse neural stem cells (NSCs) revealed an enrichment of genes bound at their transcriptional start site (TSS) by transcription factor YY1, a known binding partner of INO80. This enrichment was absent from the 42 cKO-E downregulated genes that were reversed by *Trp53* co-deletion. Scale bar: 500 μm in **a**; 100 μm in **c**, **d**.

### Dissociable roles of *Ino80* in transcription and DNA repair

Our transcriptome analysis of *Ino80* cKO-E revealed p53-target activation and microglial gene expression. Using *Ino80* cKO-E, potential direct transcriptional effects of *Ino80* could not be isolated from those related to p53 activation. *Ino80*/*Trp53* dKO-E, however, could be leveraged to identify primary effects of *Ino80* on expression. We performed UMI RNA-seq of E13.5 *Ino80*/*Trp53* dKO-E cortex (*n* = 7 animals) for direct comparison with cKO-E (Fig. 5e; Supplementary Tables 3 and 4). 

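The 7 dKO-E embryos, deficient in both *Ino80* and *Trp53* in the *Emx1* lineage, were 2 females and 5 males. Of these, 4 were in sequencing batch 1, 2 in batch 2 and 1 in batch 3, which held no embryo of another genotype. They came from 2 litters, of which 1 also gave ctrl embryos and neither gave cKO-E embryos. The dKO-E libraries held between 885159 and 8095810 counts on genes, with a median of 2598028. Counts were made and normalized in the same way as for cKO-E, and dKO-E was compared with the same 7 ctrl embryos in a fit of its own.

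**Figure D3:**
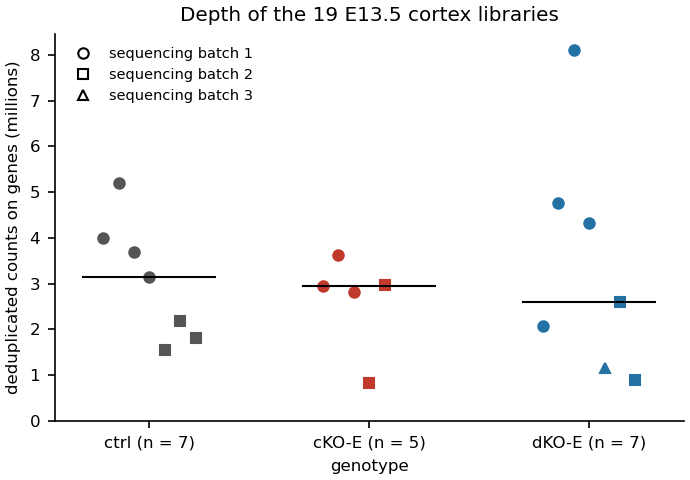
Deduplicated counts on genes in each of the 19 libraries on a linear axis that starts at 0. Each point is 1 embryo, its shape gives the sequencing batch, and horizontal lines are medians of 7 ctrl, 5 cKO-E and 7 dKO-E embryos.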

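Of 11381 genes tested in dKO-E against ctrl, 28 were upregulated and 266 downregulated at a false discovery rate of 0.001. The dKO-E embryos lay all above or all below the ctrl embryos for 505 of the genes tested, where chance gives 0.0583%, and for 26 of the upregulated and 233 of the downregulated genes. Within sequencing batch 1 alone, 4 genes were upregulated and 83 downregulated, and within batch 2, with 2 dKO-E embryos, 2 and 12. With *Ino80*, the smallest p values of fully separated upregulated genes belonged to *Irak1*, *Ppp4r1l-ps*, *Muc1* and *Cspp1*. Their log2 fold changes were 0.80, 0.52, 0.88 and 0.36. The downregulated genes with the smallest p values were *Unc13b*, *Tet2*, *Rims2*, *Pkd2* and *Serbp1*. *Unc13b* (ENSMUSG00000028456.18, chromosome 4) fell from 222 ± 14.1 CPM (SD, n = 7) in ctrl to 104 ± 10.2 (SD, n = 7) in dKO-E, a log2 fold change of -1.12 (SE 0.06, adjusted p = 7.6e-10 from edgeR's quasi-likelihood test). *Trp53* (ENSMUSG00000059552.13, chromosome 11), summed over the whole gene, was 43.9 ± 5.21 CPM (SD, n = 7) in ctrl and 34.8 ± 4.96 (SD, n = 7) in dKO-E (two-sided exact permutation test, p = 0.00408). Its log2 fold change was -0.36 (SE 0.10, adjusted p = 0.0196), and 6 of 7 dKO-E embryos were below every ctrl embryo.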

In single *Ino80* cKO-E, a majority of upregulated genes were attributed to p53 activation or microglia. In double *Ino80*/*Trp53* dKO-E, these transcriptomic signatures were nearly completely reversed; only 3/205 genes remained significantly upregulated (Fig. 5e). 

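Of the genes upregulated in cKO-E in the deposited counts, 2 were also upregulated in dKO-E at the false discovery rate of 0.001, *Ino80* and *Impg2*. *Ino80* reached 187 ± 13.8 CPM (SD, n = 7) in dKO-E, a log2 fold change of 0.62 against ctrl (SE 0.06, adjusted p = 8.84e-07). *Impg2* (ENSMUSG00000035270.15, chromosome 16) had 11.7 ± 1.72 CPM (SD, n = 7) in ctrl, 22.9 ± 6.91 (SD, n = 5) in cKO-E and 22.2 ± 3.73 (SD, n = 7) in dKO-E. Its log2 fold change was 0.99 in cKO-E (SE 0.17, adjusted p = 0.000832) and 0.91 in dKO-E (SE 0.13, adjusted p = 9.14e-05). In cKO-E, embryo A stood apart at 34.9 CPM, and without it the log2 fold change was 0.75. *Cdkl3* had log2 fold changes of 0.60 in cKO-E (adjusted p = 0.000317) and 0.63 in dKO-E (adjusted p = 0.00132), and *Zc3h6* of 0.74 (adjusted p = 0.00241) and 0.87 (adjusted p = 0.000447). Of the upregulated genes, 102 had enough counts for a test in dKO-E, and 19 of these were higher than in ctrl at an unadjusted p under 0.05. The overlap rose most with the false discovery rate. At 0.05 it came to 120 genes, where 852 genes were upregulated in cKO-E and 620 in dKO-E at that rate. Of the p53-target list, 81 genes were tested in dKO-E, and 0 were upregulated, with 7 higher and 18 lower at an unadjusted p under 0.05. Of the microglia list, 3 genes were tested, and 0 were upregulated, with 0 higher at an unadjusted p under 0.05.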

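Whether expression in dKO-E differed from that in cKO-E was tested directly, over 11746 genes at a false discovery rate of 0.05. Of the genes upregulated in cKO-E, 123 could be tested, and 114 of them were lower in dKO-E than in cKO-E. None of the genes was higher in dKO-E (0 genes, and 1, *Ino80*, at an unadjusted p under 0.05). For the other 9 genes, *Agtpbp1*, *Apaf1*, *Cdkl3*, *Impg2*, *Ino80*, *Psmd14*, *Sgce*, *Spink10* and *Tacr3*, no difference passed the threshold. At an unadjusted p under 0.05, 118 of the 123 genes were lower in dKO-E. The same cKO-E embryos had entered the selection of these genes and this test. No litter gave both dKO-E and cKO-E embryos. This test left out the ctrl embryos, so it cannot tell a difference between the mutants apart from one between litters. *Ano3* fell to 0.946 ± 0.730 CPM (SD, n = 7) in dKO-E, a log2 fold change of -6.27 against cKO-E (SE 0.20, adjusted p = 5.28e-14 from edgeR's quasi-likelihood test). *Eda2r* had at most 3 counts in a dKO-E embryo and was at least 18.7-fold lower in dKO-E (adjusted p = 1.56e-11). *Ccng1* had a log2 fold change of -2.54 (SE 0.19, adjusted p = 5.52e-08), *Cdkn1a* of -3.69 (SE 0.31, adjusted p = 2.1e-07), *Mpeg1* of -2.84 (SE 0.32, adjusted p = 6.66e-06) and *Pvt1* of -0.98 (SE 0.12, adjusted p = 2.09e-05). For *Pvt1*, dKO-E embryo B was at 98.6 CPM and the others between 48.9 and 67.8. Within sequencing batch 1, 78 genes upregulated there in cKO-E were lower in dKO-E, and within batch 2 it was 16 genes.

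**Figure D4:**
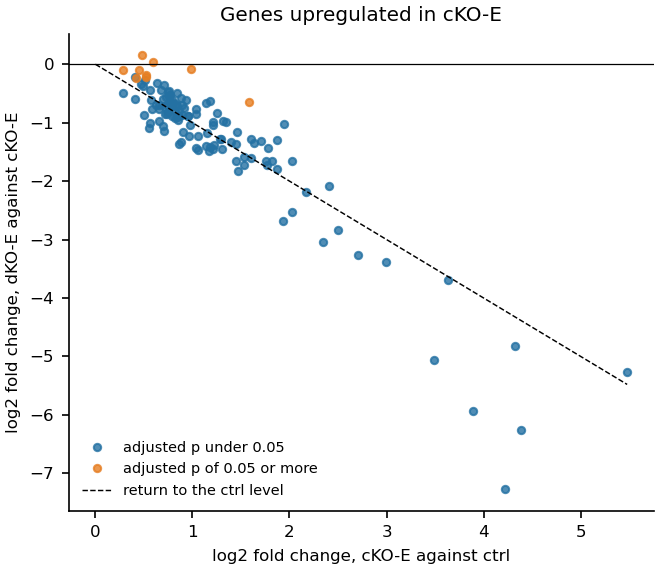
Log2 fold change of dKO-E against cKO-E plotted over that of cKO-E against ctrl, for 123 genes upregulated in cKO-E. Each point is 1 gene and the dashed line marks a full return to the ctrl level; 114 genes have an adjusted p under 0.05 for the difference and 9 do not.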

The increased expression of these genes in cKO-E was therefore p53-dependent. In contrast to upregulated genes, a substantial subset of downregulated genes from cKO-E (134/418) remained significantly downregulated in dKO-E (Fig. 5e). 

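In the deposited counts, 125 of the 270 genes downregulated in cKO-E were also downregulated in dKO-E at the false discovery rate of 0.001. Their median log2 fold change was -0.62 in cKO-E and -0.60 in dKO-E. Within sequencing batch 1 alone, 41 genes were downregulated in both, and within batch 2 alone, 6. *Tet2* (ENSMUSG00000040943.12, chromosome 3) had 197 ± 11.1 CPM (SD, n = 7) in ctrl, 101 ± 8.63 (SD, n = 5) in cKO-E and 90.2 ± 8.29 (SD, n = 7) in dKO-E, where its log2 fold change was -1.13 (SE 0.06, adjusted p = 7.6e-10 from edgeR's quasi-likelihood test). *Rims2* had a log2 fold change of -0.80 in cKO-E (adjusted p = 3.82e-06), where embryo D was lowest at 210 CPM, and of -1.01 in dKO-E (adjusted p = 2.21e-09). *Pkd2* fell to 55.9 ± 6.89 CPM in dKO-E (adjusted p = 9.05e-09), and its highest dKO-E embryo, G, was at 70.7 CPM. *Serbp1* had a log2 fold change of -0.98 in dKO-E (adjusted p = 1.07e-08), and its highest dKO-E embryo, B, was at 172 CPM.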

The expression of these 134 genes was therefore p53-independent and potentially under direct *Ino80* regulation. 

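Of the genes downregulated in cKO-E, 269 could be tested for a difference between dKO-E and cKO-E, and 109 were higher and 3 lower in dKO-E. These genes had been selected for low values in the same cKO-E embryos. The 3 lower genes, *Unc13b*, *Ppp1r12b* and *Psmd5*, were named after their values were seen. Among the genes downregulated in both mutants, 8 were higher and 3 lower in dKO-E than in cKO-E. Among the 145 genes downregulated in cKO-E and not in dKO-E at the false discovery rate of 0.001, 101 were higher in dKO-E than in cKO-E, and for 44 no difference was found. Against ctrl, 265 of the 270 genes kept a lower value in dKO-E. The same ctrl embryos had entered the selection of these genes, which alone favours a lower value in dKO-E. *Rhbdl3* was intermediate in dKO-E, with a log2 fold change of -0.48 against ctrl (SE 0.08, adjusted p = 0.000288) and of 0.67 against cKO-E (SE 0.11, adjusted p = 0.000237). The difference of *Tet2* between the mutants did not pass the threshold (log2 fold change -0.17, SE 0.08, adjusted p = 0.175), and in sequencing batch 2 alone the difference had the other sign (0.11). Within sequencing batch 1, 79 of the genes downregulated there were higher in dKO-E than in cKO-E, and within batch 2 it was 1. The paper reasons from the genes past the threshold in each mutant that the upregulation required p53 and that the shared downregulation did not, and it proposes that the shared genes are potentially under the direct control of *Ino80*.

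**Figure D5:**
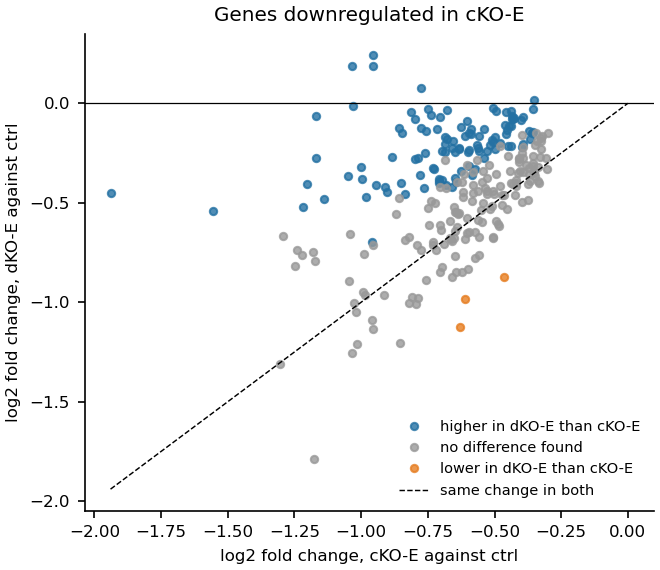
Log2 fold change of dKO-E against ctrl plotted over that of cKO-E against ctrl, for 269 genes downregulated in cKO-E. Each point is 1 gene, colours give the test of dKO-E against cKO-E (109 higher, 3 lower), and points on the dashed line changed equally in both.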

Previous studies have shown that INO80 binds YY1 and mediates YY1-associated gene expression^17,44^. Intersectional analysis with available YY1 ChIP-seq data from mouse NPCs^45^ revealed that, of the 134 downregulated genes unaffected by *Trp53* co-deletion (down in both cKO-E and dKO-E, p53-independent, Supplementary Table 5) 67% were characterized by a YY1 peak within 500 bp of the transcriptional start site (TSS, Fig. 5f; Supplementary Fig. 5f, g), typical of YY1-regulated genes. In contrast, for five sets of randomly selected genes, only 10–18% of genes were characterized by a YY1 peak (Supplementary Fig. 5f, g). Thus, *Ino80* regulated YY1-associated transcription independently of p53, thereby playing mechanistically dissociable roles in gene expression and DNA repair during corticogenesis (Supplementary Fig. 6). Importantly, despite persistence of YY1-associated transcriptomic dysregulation in *Ino80*/*Trp53* dKO-E, we found no overt cellular or anatomical phenotypes (Fig. 5; Supplementary Fig. 5). The robust apoptosis and microcephaly in *Ino80* cKO-E were therefore consequences of p53-dependent responses to impaired DNA repair.

INO80 is a chromatin remodeler. To assess whether genome-wide chromatin accessibility was altered, we carried out ATAC-seq in E13.5 cortex. Analysis of genome-wide ATAC-seq peaks^46^ (arrows in IGV^47^, Supplementary Fig. 5h) revealed a 91.3% overlap between *Ino80* cKO-E and control. Chromatin accessibility at TSSs was similar and peak-to-peak correlation of reads per peak was high (*R*^2^ = 0.88, Supplementary Fig. 5i, j), with a modest reduction in accessibility in cKO-E. To assess correlation between accessibility and transcriptomic changes in cKO-E, we identified differentially accessible regions (DARs) using GFOLD^48^. Consistent with modest changes, 0.75% of ATAC-seq peaks met GFOLD cutoff of 1.0 for increased accessibility, and 1.02% of peaks for decreased accessibility (Supplementary Fig. 5k). We identified ATAC-seq peaks within predicted E14.5 brain enhancers (EnhancerAtlas 2.0^49^) or at TSSs of genes that showed differential gene expression (DEX) in cKO-E compared with ctrl. Intersectional analysis revealed that 0.78% (13/1658) of brain enhancers and 0.24% (2/832) of TSSs of DEX genes contained DARs. Thus, DARs did not correlate with DEX in *Ino80* cKO-E. Together, these data are consistent with previous work that *Ino80* can regulate HR independently of chromatin accessibility^39,40,43^.

### Phenotypic severity correlates with symmetric NPC divisions

Our analyses revealed a markedly higher sensitivity of medial cortex to *Ino80* deletion that was not a result of nonuniform Cre activity or *Ino80* expression (Fig. 2e, f), implicating an alternative explanation. During normal corticogenesis, NPCs transition from symmetric NPC–NPC divisions to asymmetric neurogenic divisions^10^ from approximately E11.5 to E13.5. This transition does not occur simultaneously throughout the cortex^50^. Lateral NPCs transition to asymmetric divisions earlier than medial cortex following a transverse neurogenetic gradient (TNG, lateral–rostral → medial–caudal)^50,51^. Consistent with the TNG, our analysis of wild-type E12.5 revealed in lateral cortex a more developmentally advanced cortical plate (CP) comprising rows of RBFOX3 + neurons (red, Fig. 6a), suggesting that lateral SOX2 + NPCs (cyan) have initiated asymmetric division and neurogenesis. In contrast, the medial CP was not developed and did not contain RBFOX3 + neurons, suggesting that medial NPCs were largely dividing symmetrically (schematic, Fig. 6b). We also visualized the TNG by immunostaining for NEUROG2 (NGN2), a pro-neural gene expressed by NPCs undergoing neurogenic divisions^52^. In E11.5 wild-type cortex, a large majority of NPCs were NEUROG2-negative (Fig. 6c), consistent with largely symmetric divisions at this age. From E12.5 to E15.5, wild-type cortex was characterized by an increase in the number of NEUROG2 + NPCs following a lateral to medial gradient. At E12.5, a transition zone delineated NEUROG2-positive and NEUROG2-negative NPCs along the mediolateral axis (arrowhead, Fig. 6c). By E15.5, the entire mediolateral extent showed high NEUROG2 expression, consistent with asymmetric divisions at this age.

**Fig. 6:**
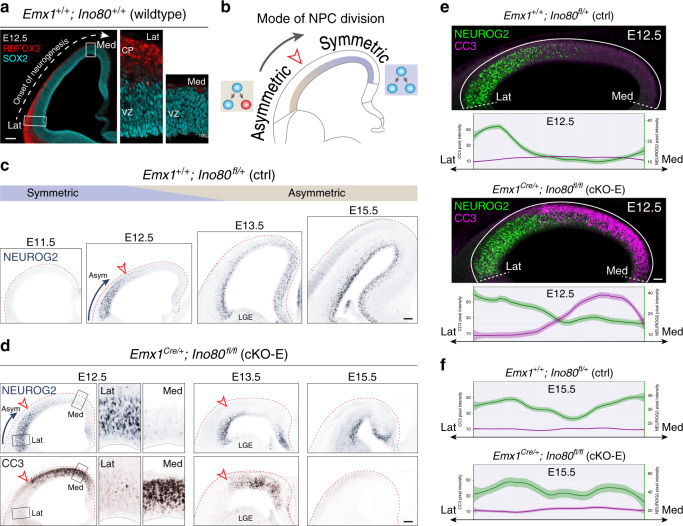
Spatiotemporal correlation of *Ino80* cKO-E apoptosis with mode of NPC division. **a** At the onset of cortical neurogenesis, the mode of NPC division transitions from symmetric NPC–NPC to asymmetric neurogenic in a lateral–rostral first, medial–caudal last manner along the transverse neurogenetic gradient (TNG). In wild-type E12.5 coronal section, lateral neocortex was characterized by a cortical plate (CP) formed by several rows of RBFOX3 + (red) postmitotic neurons, indicating that the SOX2 + (cyan) NPCs in lateral VZ had transitioned to asymmetric neurogenic divisions. In medial neocortex, the CP was not developed, indicating that medial NPCs had not initiated asymmetric neurogenic divisions (*n* = 3 animals). **b** The progression of the TNG is illustrated in schematic. **c** Neurogenic NPC marker NEUROG2 immunostaining (blue) of ctrl coronal sections. At E11.5, NPCs were largely NEUROG2-negative and divided symmetrically. At E12.5, NEUROG2 staining was present in lateral, but not medial, NPCs, consistent with progression of the TNG. At E13.5, neurogenesis had progressed more medially, and by E15.5, neurogenic NPCs were present throughout the mediolateral extent of the neocortex (*n* = 3 animals). **d** NEUROG2 (blue) and CC3 (brown) immunostaining of cKO-E coronal sections. In E12.5 and E13.5 cKO-E cortex, lateral NPCs underwent asymmetric (Asym) neurogenic divisions (NEUROG2+) and were not apoptotic (CC3–), whereas medial NPCs underwent symmetric divisions (NEUROG2–) and were robustly apoptotic (CC3+). At E15.5, when NPCs had largely transitioned to asymmetric neurogenic divisions (NEUROG2+), they no longer underwent apoptosis (*n* = 3 animals). **e** Analysis of immunofluorescent pixel intensity from lateral (Lat) to medial (Med) E12.5 cortex revealed complementary gradients of asymmetric neurogenic divisions (NEUROG2, green) and apoptosis (CC3, magenta) in cKO-E (data are LOESS curve ± 99% confidence interval, *n* = 3 animals). **f** Analysis of immunofluorescent pixel intensity revealed asymmetric neurogenic divisions throughout the mediolateral extent of the E15.5 cortex, and no additional apoptosis in cKO-E (data are LOESS curve ± 99% confidence interval, *n* = 3 animals). Scale bar: 100 μm in **a**, **c**, **d**; 50 μm in **e**.

We examined the possibility that this spatiotemporal gradient of neurogenesis contributed to the mediolateral difference in NPC sensitivity to *Ino80* deletion. Strikingly, at E12.5 and E13.5, the border of medial apoptotic and lateral nonapoptotic cells in cKO-E aligned with the NEUROG2+/NEUROG2– transition zone (red arrowheads, Fig. 6d). Laterally, where NPCs have initiated asymmetric division, CC3 immunostaining was largely absent (inset, Fig. 6d). In contrast, medially, where NPCs were largely dividing symmetrically, CC3 immunostaining was abundant, suggesting that the symmetric mode of division was associated with NPC sensitivity to *Ino80* deletion. Analysis of immunofluorescent pixel intensity from lateral to medial neocortex revealed strikingly complementary, opposing gradients of NEUROG2 (green) versus CC3 (magenta) in cKO-E (Fig. 6e). To determine whether apoptosis persisted through transition into asymmetric divisions, we analyzed cKO-E cortex at E15.5, when both medial and lateral NPCs have largely transitioned to asymmetric divisions. Remarkably, cKO-E showed no persistent apoptosis at E15.5 (Fig. 6d, f), suggesting that the remaining NPCs, which continued to cycle (Supplementary Fig. 2a), were no longer sensitive to *Ino80* deletion. Together, these data supported a spatiotemporal correlation between NPC sensitivity to *Ino80* deletion and mode of NPC division. Near the onset of *Ino80* deletion in cKO-E, the severely affected medial NPCs were largely undergoing symmetric NPC–NPC divisions, whereas the unaffected lateral NPCs have initiated transition to asymmetric neurogenic divisions. By mid-neurogenesis, NPCs have largely transitioned to asymmetric divisions and no longer underwent apoptosis in cKO-E.

### *Ino80* function in symmetric versus asymmetric NPC divisions

To directly test the possibility that division symmetry contributed to medial NPC sensitivity following *Ino80* loss, we systematically compared *Ino80* deletion from NPCs pre-, peri-, and post transition from symmetric to asymmetric division. To delete *Ino80* pre-transition, we used *Foxg1*^*Cre*^ (*Foxg1*^*Cre/+*^;*Ino80*^*fl/fl*^, cKO-F), which mediates deletion from forebrain NPCs starting at E8.5^53^, an early stage when NPC divisions were exclusively symmetric NPC–NPC. Remarkably, *Foxg1*^*Cre*^ deletion of *Ino80* led to widespread apoptosis throughout the entire mediolateral extent of cKO-F cortex at E11.5 (Fig. 7a). Therefore, at a stage when all NPCs were undergoing symmetric divisions, medial and lateral NPCs were equally sensitive to *Ino80* deletion. This manifested postnatally as forebrain agenesis (Fig. 7b, c). Immunostaining revealed p53 activation throughout the mediolateral axis of E11.5 cKO-F cortex (Supplementary Fig. 7a), indicating DNA damage in both medial and lateral NPCs. We further generated *Foxg1*^*Cre/+*^;*Ino80*^*fl/fl*^*;Trp53*^*fl/fl*^ (dKO-F), which was characterized by a near complete rescue of the forebrain agenesis phenotype of cKO-F (Supplementary Fig. 7c). Thus, the phenotypes of cKO-F, similar to those of cKO-E, were also underpinned by DNA damage and p53 activation. Furthermore, lateral NPCs, during exclusively symmetric divisions, were equally sensitive to loss of *Ino80* as medial NPCs. Together, these data suggested that the spatiotemporal difference in phenotypic severity in the *Emx1*^*Cre*^ cKO-E (peri-transition) was underpinned by a mediolateral difference in mode of NPC division.

**Fig. 7:**
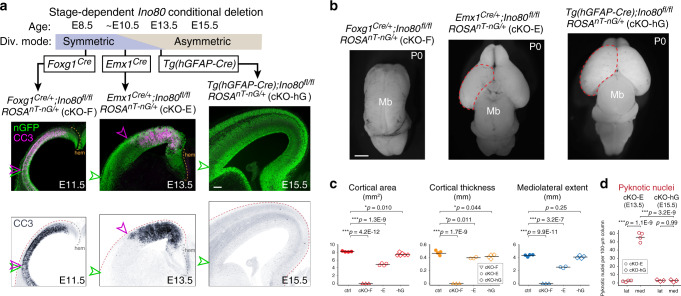
Systematic deletion of *Ino80* from NPCs pre-, peri-, and post transition to asymmetric division. **a** *Ino80* was systematically deleted from NPCs pre-, peri-, and post transition from symmetric to asymmetric division (Div.). Cre-dependent nGFP reporter (green) was expressed from *ROSA*^*nT-nG*^. *Foxg1*^*Cre*^ deletion of *Ino80* (cKO-F) during exclusively symmetric NPC–NPC divisions led to widespread CC3 staining (magenta in overlay, blue in monochrome) throughout the mediolateral axis of E11.5 cortex. The lateral extent of apoptosis (magenta arrowhead) reached the lateral extent of the neocortex (green arrowhead). *Emx1*^*Cre*^ deletion of *Ino80* (cKO-E) near the onset of transition between symmetric and asymmetric divisions led to robust apoptosis in medial, but not lateral, neocortex. Tg*(hGFAP-Cre)* deletion of *Ino80* (cKO-hG) after most NPCs transitioned to asymmetric neurogenic division did not lead to an increase in apoptosis (*n* = 3 animals). **b** Dorsal view of P0 whole-mount brains. cKO-F was characterized by forebrain agenesis. cKO-E exhibited microcephaly and medial defects in corticogenesis. cKO-hG brains were similar to ctrl in size and morphology (cKO-F: *n* = 3, cKO-E: *n* = 4, cKO-hG: *n* = 6). **c** Cortical area (red), thickness (yellow), and mediolateral extent (blue) of P0 cKO-F, cKO-E, and cKO-hG compared with ctrl (data are mean, one-way ANOVA with Tukey’s post hoc test, ctrl: *n* = 4, cKO-F: *n* = 3, cKO-E cortical area: *n* = 4, cKO-E thickness and mediolateral extent: *n* = 3, cKO-hG cortical area: *n* = 6, cKO-hG thickness and mediolateral extent: *n* = 4 animals). **d** Pyknosis was significantly increased in medial E13.5 cKO-E cortex, but not in E15.5 cKO-hG cortex (data are mean, one-way ANOVA with Tukey’s post hoc test, cKO-E: *n* = 4, cKO-hG: *n* = 3 animals). Scale bar: 100 μm in **a**; 1 mm in **b**.

To assess the consequence of *Ino80* deletion post transition to asymmetric division, we generated *Ino80* cKO using Tg(*hGFAP-Cre*)^54^ (Tg(*hGFAP-Cre*);*Ino80*^*fl/fl*^, cKO-hG). Tg(*hGFAP-Cre*) mediates deletion in cortical NPCs beginning at E12.5 and extending throughout the cortex at E13.5, a stage when NPCs transition to asymmetric neurogenic divisions. Remarkably, the E15.5 cKO-hG cortex showed no increase in apoptosis compared with ctrl (Fig. 7a, d) and did not activate p53 (Supplementary Fig. 7b). At P0, cKO-hG cortex was similar to ctrl in size and morphology (Fig. 7b, c). Thus, after transition to asymmetric divisions, NPCs were no longer sensitive to *Ino80* deletion. Together, our systematic analysis of *Ino80* deletion from NPCs pre-, peri-, and post transition from symmetric to asymmetric division convergently supported that distinct modes of NPC division have divergent requirements for *Ino80*-mediated HR.

Despite impaired HR DNA repair, *Ino80* deletion did not significantly disrupt asymmetrically dividing NPCs, suggesting usage of alternative DSB repair pathways. To test this, we used the in vivo DSB repair pathway choice assay to compare, in control animals, symmetric (E12.5) versus asymmetric (E15.5) NPC divisions. We found that under wild-type conditions, HR could occur after NPC transition to asymmetric divisions, but at a significantly reduced frequency (Supplementary Fig. 7d). Thus, the balance of DSB repair pathways used by NPCs was not constant throughout development; HR became less frequent relative to NHEJ as NPCs transitioned to asymmetric divisions.

### Deletion of HR gene *Brca2* phenocopies *Ino80* deletion

To determine the extent to which *Ino80* cKO phenotypes were based on impaired HR, we orthogonally disrupted HR by conditional deletion of *Brca2*^55^. BRCA2 is required for HR DNA repair, where it mediates the switch on ssDNA from RPA to recombinase RAD51^56^. It is not required for NHEJ^57^. We reasoned that if *Ino80* deletion phenotypes were consequences of disrupted HR, they should be extensively phenocopied following deletion of *Brca2*, a bona fide HR gene.

Analyzed at P0, *Brca2* deletion by *Emx1*^*Cre*^ (*Emx1*^*Cre/+*^;*Brca2*^*fl/fl*^, *Brca2* cKO-E) led to significant microcephaly (Fig. 8a, b), callosal agenesis, and hippocampal hypoplasia (Supplementary Fig. 8a, b) remarkably similar to *Ino80* cKO-E. Quantification of layer markers revealed significant changes in medial, but not lateral, *Brca2* cKO-E cortex (Supplementary Fig. 8c). Cortical lamination was also selectively disrupted in medial *Brca2* cKO-E cortex, although less severely compared with *Ino80* cKO-E. Thus, the neonatal phenotypes of *Ino80* cKO-E were largely recapitulated in *Brca2* cKO-E.

**Fig. 8:**
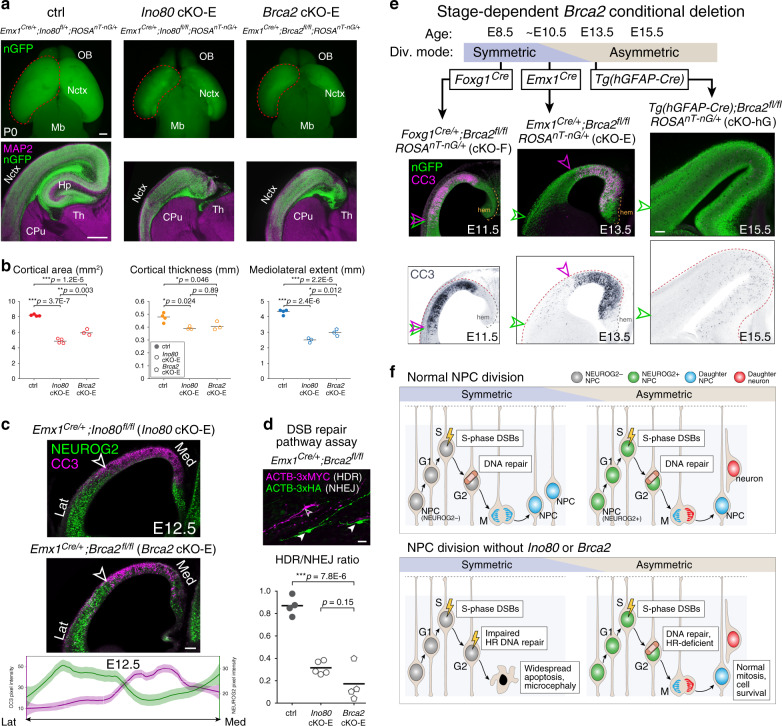
A selective requirement for *Ino80*-mediated HR in symmetric NPC–NPC divisions. **a** P0 whole-mount brains and immunostaining for MAP2 (magenta) and nGFP (green). *Emx1*^*Cre*^-mediated deletion of HR gene *Brca2* (*Brca2* cKO-E) led to microcephaly and hippocampal hypoplasia reminiscent of *Ino80* cKO-E (*n* = 3 animals). **b** The significant reductions in *Ino80* cKO-E cortical area (red), thickness (yellow), and mediolateral extent (blue) were each phenocopied in *Brca2* cKO-E (data are mean, one-way ANOVA with Tukey’s post hoc test, ctrl: *n* = 4, *Ino80* cKO-E cortical area: *n* = 4, thickness, mediolateral extent: *n* = 3, *Brca2* cKO-E: *n* = 3 animals). **c** Complementary gradients of asymmetric neurogenic divisions (NEUROG2, green) and apoptosis (CC3, magenta) in *Brca2* cKO-E E12.5 cortex similar to those found in *Ino80* cKO-E (data are LOESS curve ± 99% confidence interval, *n* = 3 animals). **d** In vivo DSB repair pathway assay revealed significant decrease in HDR (ACTB-3xMYC, magenta) relative to NHEJ (ACTB-3xHA, green) in *Brca2* cKO-E compared with ctrl (data are mean, one-way ANOVA with Tukey’s post hoc test, ctrl: *n* = 4, *Ino80* cKO-E: *n* = 5, *Brca2* cKO-E: *n* = 4 animals). **e** *Foxg1*^*Cre*^ deletion of *Brca2* (cKO-F) during exclusively symmetric NPC–NPC divisions led to widespread CC3 (magenta in overlay, blue in monochrome) throughout the mediolateral axis of E11.5 cortex. The lateral extent of apoptosis (magenta arrowhead) reached the lateral extent of neocortex (green arrowhead). *Emx1*^*Cre*^ deletion of *Brca2* (cKO-E) near the onset of transition between symmetric and asymmetric divisions led to robust apoptosis in medial, but not lateral, neocortex. Tg*(hGFAP-Cre)* deletion of *Brca2* (cKO-hG) after most NPCs had transitioned to asymmetric neurogenic division did not lead to widespread increase in apoptosis. These Cre-by-Cre phenotypes were reminiscent of those found in *Ino80* cKOs (*n* = 3 animals). **f** During corticogenesis, synthesis-associated DSBs in dividing NPCs are repaired in S, G2, or M phase to safeguard genome integrity. Following *Ino80* or *Brca2* deletion from NPCs, HR was selectively disrupted. In symmetrically dividing NPCs, loss of HR led to unrepaired DSBs and apoptosis. In asymmetrically dividing NPCs, *Ino80* or *Brca2* deletion did not give rise to unrepaired DSBs or apoptosis, suggesting that homology-independent DNA repair pathways were sufficient. Thus, distinct modes of NPC division have divergent requirements for HR DNA repair. Scale bar: 500 μm in **a**; 100 μm in **c**, **e**; 20 μm in **d**.

At E12.5, the *Brca2* cKO-E cortex was characterized by apoptosis in medial cortex, where NPCs were largely NEUROG2-negative, but not lateral cortex, where NPCs were largely NEUROG2-positive (Fig. 8c). These mediolateral gradients are strikingly reminiscent of *Ino80* cKO-E (Fig. 6). Furthermore, at E13.5, we found preferential pyknosis and accumulation of pKAP1-labeled DSBs in medial *Brca2* cKO-E cortex (Supplementary Fig. 8d, e). Compared with *Ino80* cKO-E, *Brca2* lateral cortex showed a modest increase in apoptosis (Supplementary Fig. 8d, e). *Brca2* has been shown to also play a role in chromosome segregation^58^, defects in which it may contribute to the mild cell death in lateral NPCs. Overall, the mediolateral patterns in phenotypic severity of *Ino80* cKO-E (Figs. 1 and 2) were extensively phenocopied in *Brca2* cKO-E.

Analysis of DSB repair pathway choice showed in *Ino80* cKO-E a preferential loss of HR (Fig. 4). To assess whether the phenocopy between *Ino80* deletion and *Brca2* deletion was mechanistically centered on disrupted HR, we used the DSB repair pathway assay. This showed a relative decrease in HDR compared with NHEJ in *Brca2* cKO-E highly reminiscent of *Ino80* cKO-E (Fig. 8d). These data thus validated that the DSB repair pathway assay could measure impaired HR DNA repair, and implicated disrupted HR as a shared molecular mechanism underlying the mediolateral phenocopy between *Ino80* cKO-E and *Brca2* cKO-E. Together, these data strongly support that the mediolateral differences in phenotypic severity in *Ino80* cKO-E were mechanistically based on disrupted HR DSB repair.

*Ino80* deletion pre-, peri-, and post NPC transition from symmetric to asymmetric division revealed divergent requirements for *Ino80*-mediated HR during distinct modes of NPC division (Fig. 7). To systematically dissect the consequences of *Brca2* deletion, we similarly used *Foxg1*^*Cre*^, *Emx1*^*Cre*^, and Tg(*hGFAP-Cre*). We found a remarkable Cre-by-Cre phenocopy between *Ino80* and *Brca2* cKOs. *Brca2* deletion by *Foxg1*^*Cre*^ during exclusively symmetric divisions led to widespread apoptosis throughout the mediolateral extent of E11.5 cortex (Fig. 8e), whereas *Brca2* deletion by Tg(*hGFAP-Cre*), after NPC transition to asymmetric divisions, did not. This striking Cre-by-Cre phenocopy between *Ino80* and *Brca2*, a bona fide HR gene, provided strong support that *Ino80* mediates DNA repair by HR during corticogenesis, and that NPC requirement for HR DNA repair is dependent on division mode—symmetric NPC–NPC divisions, but not asymmetric NPC-neuron divisions, are highly sensitive to loss of HR.

## Discussion

Biological processes on nuclear DNA occur in the context of chromatin. Replication, repair, and transcription are thus mediated by remodelers that control chromatin mobility and dynamics. Here, we find mechanistically distinct roles for chromatin remodeler *Ino80* in HR DNA repair and YY1-associated transcription in corticogenesis. Following *Ino80* deletion from NPCs, DNA repair by HR is selectively impaired, leading to an accumulation of DSBs, p53 activation, apoptosis, and microcephaly. Co-deletion of *Trp53* with *Ino80* led to extensive phenotypic rescue, similar to other mutants with DNA damage^30,59–61^. Our data thus strongly support *Ino80* cKO apoptosis and microcephaly as consequences of impaired DNA repair.

In addition to DNA repair, we find a gene regulatory role for *Ino80* in YY1-associated transcription. Previous studies have shown that INO80 and YY1 interact^44^, bind open chromatin^15^, and mediate transcriptional activation^17^. This role is compromised in *Ino80* cKO-E, which is characterized by downregulation of YY1-associated genes. These transcriptomic changes persisted in *Ino80*/*Trp53* dKO-E, in which we found no overt neuroanatomical abnormalities (Fig. 5). Thus, YY1-associated expression changes did not contribute to structural phenotypes in *Ino80* cKO-E. Together, these findings support the conclusion that *Ino80* plays mechanistically distinct roles in YY1-associated gene regulation and HR DNA repair in corticogenesis (Supplementary Fig. 6).

Recent genetic findings have converged on altered chromatin regulation in disorders of brain development, including autism spectrum disorder (ASD) and intellectual disability. Unraveling the functional consequences of these mutations is an active area of research. Chromatin dysregulation perturbs transcriptional control^3,4^, but can also impair DNA repair^5,6^. Our findings support compromised HR DSB repair as a likely mechanism of *INO80* patient microcephaly^20^, and highlight the possibility that disruption of chromatin-mediated DNA repair can contribute to neurodevelopmental disorders. Interestingly, other chromatin remodelers associated with brain disorders have been shown to play a role in DNA repair outside of brain development. *CHD2* (childhood-onset epileptic encephalopathy) is recruited by PARP1 to sites of DNA damage in HEK293 and U2OS cells^62^. *ARID1B* (Coffin–Siris syndrome and ASD) mediates NHEJ in cancer cells^63^. Whether potential DNA repair functions of these or other chromatin regulators contribute to neurodevelopment or disorders thereof remains to be fully explored. A predicted consequence of compromised DNA repair is somatic mutations. Emerging studies support a contribution of brain somatic mutations to disorders including epilepsy and cortical dysplasia^14^. It is possible that chromatin dysregulation can increase post-zygotic mutations via compromised DNA repair. Thus, germline mutations in chromatin genes may contribute to brain disorders by disrupting brain genomes.

DNA damage inevitably arises during genome replication. In human cells, the genome sustains ~50 DSBs per doubling^37^. During S phase, DSBs can arise from conflicts between replication and transcription^64–66^. DNA repair is therefore essential to dividing cells, including NPCs^7,8^. Here, using an in utero DNA repair assay, we assess DSB repair pathways in NPCs in vivo (Fig. 4c). The ability of our assay to detect loss of HR is validated by *Brca2* deletion, which selectively impairs HR without affecting NHEJ^57^. We find a reduction in HDR following *Ino80* deletion comparable to that which followed *Brca2* deletion (Fig. 8d), supporting an *Ino80* role in HR in NPCs. We note as a potential caveat that a theoretical reduction in NHEJ may not be detectable by our assay. Loss of HR in *Ino80* cKO-E, however, is consistent with INO80 function in mobilizing H2A.Z and exchanging RPA for RAD51 on resected DNA, key steps in HR^39,40^. In S or G2 phase, with the presence of a sister chromatid as template, HR is well positioned to repair replication-associated DSBs^16^. Consistent with this, cycling NPCs undergo apoptosis following deletion of HR genes in a p53-dependent manner^13,61^ similar to *Ino80* cKO.

Surprisingly, sensitivity to loss of *Ino80*-mediated HR is not universal. Our analysis of *Ino80* cKO-E revealed unrepaired DSBs, p53 activation, and apoptosis in medial, but not lateral, cortical NPCs. During normal corticogenesis, NPCs first undergo symmetric divisions, then transition to asymmetric divisions^10^. This transition is characterized by the TNG (Fig. 6a, b), in which lateral NPCs transition to asymmetric divisions before medial NPCs^50,51^. In *Ino80* cKO-E, phenotypic severity shows a remarkable complementarity to the TNG (Fig. 6e). At the onset of *Ino80* deletion by *Emx1*^*Cre*^, lateral NPCs have initiated transition to asymmetric divisions; they are spared from DNA damage and cell death. Medial NPCs largely remain in symmetric divisions at this age; they are affected by unrepaired DSBs and apoptosis. These data support a sensitivity to *Ino80* deletion in symmetrically dividing NPCs that underpins the mediolateral phenotypes in *Ino80* cKO-E, in which NPC division mode is coupled to NPC spatial positioning at *Emx1*^*Cre*^ onset. To test the selective requirement for *Ino80* by symmetrically dividing NPCs, we leverage additional Cre lines in which NPC division mode is uncoupled from mediolateral position at Cre onset. To study NPCs dividing exclusively in symmetric mode regardless of location, we use *Foxg1*^*Cre*^. Remarkably, *Foxg1*^*Cre*^ deletion of *Ino80* leads to widespread apoptosis throughout the entire mediolateral extent of the cortex (Fig. 7). Thus, during exclusively symmetric divisions, lateral and medial NPCs are equally sensitive to loss of *Ino80*. To study NPCs after both medial and lateral NPCs have initiated transition to asymmetric divisions, we use Tg(*hGFAP-Cre*). Strikingly, Tg(*hGFAP-Cre*) deletion of *Ino80* leads to neither apoptosis, p53 activation, nor microcephaly (Fig. 7). Thus, following NPC transition to asymmetric divisions, neither lateral nor medial NPCs are sensitive to loss of *Ino80*. Together, our systematic analysis of *Ino80* deletion pre-, peri-, and post transition from symmetric divisions to asymmetric divisions revealed a previously unappreciated relationship between division symmetry and DNA repair pathway; symmetric, but not asymmetric, divisions are selectively sensitive to loss of *Ino80*-mediated HR (Fig. 8f). This remarkable division mode-dependent requirement for HR is orthogonally validated in conditional mutants of *Brca2*, a well-characterized HR gene^57^. Notably, early NPCs have been previously shown to be especially sensitive to DNA damage following conditional deletion of *Brca1*^67^ or *Topbp1*^7,60^. Our results suggest that the symmetry of NPC division may contribute to this temporal difference. More broadly, to support organogenesis, stem cells undergo symmetric and asymmetric divisions. Our work thus suggests that stem cell division mode can bias DNA repair pathway choice in other developmental systems.

Symmetric and asymmetric NPC divisions are characterized by remarkable differences in cell cycle dynamics. In symmetric divisions, S-phase length is ~8 h^68^. In contrast, S-phase length is merely 2 h in asymmetric divisions^68^. This difference has key implications for repair of replication-associated DSBs. NHEJ can be completed within 30 min^69^. HR requires extensive DNA processing, recruitment of proteins to resected DNA, and search for a homology template, and thus can take 7 h or longer^69^. Given the accelerated S phase, homology-independent DNA repair may be preferred in asymmetric divisions. Our finding of reduced HR relative to NHEJ as NPCs transition to asymmetric divisions (Supplementary Fig. 7d) is consistent with this possibility. NHEJ is essential to neurodevelopment. *Lig4* and *Xrcc4* mutant mice are characterized by embryonic lethality and neuronal apoptosis^13,59,70,71^. The shortening of S phase in asymmetric division may be necessary to support rapid cortical neurogenesis in mammals. If accelerated replication necessitates homology-independent DNA repair, which is potentially mutagenic, rapid asymmetric NPC division may reflect a compromise between brain somatic genome integrity and rapid production of neurons within a short neurogenic period. A potential consequence of homology-independent DNA repair is structural rearrangements. Recent studies revealed somatic copy number variants in adult human cortex^14^. Thus, rapid replication and homology-independent DNA repair in asymmetric NPC divisions may contribute to genomic diversity in neurons.

## Methods

### Mice

All experiments were carried out in compliance with ethical regulations for animal research. Mouse strains are listed in Supplementary Table 6. Our study protocol was reviewed and approved by the University of Michigan Institutional Animal Care & Use Committee. Mice were maintained on a standard 12-h day:night cycle with ad libitum access to food and water. Timed pregnancies were obtained by using copulation plugs to determine the timing of mating. Genomic DNA was isolated from toe or tail clips, and PCR genotyping was performed using DreamTaq Green 2x Master Mix (Thermo Fisher) with primers listed in Supplementary Table 7.

### Immunostaining

Brains were dissected and fixed in 4% PFA in PBS at 4 °C with agitation overnight. Brains were embedded in 4% low-melting agarose and sectioned using a Leica Vibratome (VT1000S or VT1200S). The primary and secondary antibodies used are listed in Supplementary Tables 8 and 9. As noted in the tables, some antigens required antigen retrieval in pH 6.1 citrate buffer (Dako, Agilent) at 70 °C for 30 min. Sections were then incubated for 1 h at RT in blocking solution consisting of 5% donkey serum, 1% BSA, 0.1% glycine, 0.1% lysine, and 0.3% Triton X-100. Primary antibodies were added to blocking solution and incubated with free-floating sections overnight at 4 °C with agitation. Sections were washed 3 × 5 min in PBS and incubated with fluorescently linked secondary antibodies and DAPI, diluted in blocking solution, for 1 h at RT. Sections were mounted with VECTASHIELD mounting media (Vector Laboratories). For some sections with endogenous fluorescent reporters (nT-nG), 100 mM HCl was added to VECTASHIELD to decrease the pH to ~6 to reduce fluorescence of the reporter fluorescent proteins.

### Western blotting

Mouse cortex was lysed in 1×SDS buffer, boiled at 95 °C for 5–10 min, and run on 4–12% Bis-Tris gel (Invitrogen NP0321). Super sensitive ECL (Thermo, SuperSignal West Pico 34079) was used for signal detection.

### Imaging

Whole-mount and early postnatal brain images were taken on an Olympus SZX16 dissecting scope. Q-Capture Pro 7 software was used to operate a Q-Imaging Retiga 6000 camera. Confocal images were obtained on an Olympus Fluoview FV1000 confocal microscope utilizing Olympus FV10-ASW software.

### EdU fate mapping

EdU was given by intraperitoneal injection at a concentration of 5 µg g^−1^. For EdU staining, sections were permeabilized by incubation for 30 min in 0.5% Triton X-100 in PBS followed by 3 × 5-min washes in PBS. EdU staining solution was made fresh each time, containing 100 mM Tris, 4 mM CuSO_4_, and 100 mM ascorbic acid diluted in 1× PBS. The fluorescently labeled azide molecule was added last, and the staining cocktail was immediately added to sections for a 30-min incubation at room temperature (final concentrations of each fluorescent molecule: 4 mM AlexaFluor488-Azide [Click Chemistry Tools, 1275-1], 10 mM Cy3-Azide [Lumiprobe, A1330], 16 mM AlexaFluor647-Azide [Click Chemistry Tools, 1299-1]). After incubation, sections were washed 3 × 5 min in PBS. After EdU labeling, standard protocols were followed for immunostaining.

### DSB repair assay

A gRNA sequence targeting the c terminus of the *Actb* coding sequence (5′-AGTCCGCCTAGAAGCACTTG) was cloned into eSpCas9Opt1.1, a vector expressing enhanced-specificity Cas9 molecule and an optimized gRNA scaffold. To construct Actb_NHEJ_3xHA, tandem HA tag sequences were cloned between two *Actb* gRNA recognition sequences in the same orientation. This orientation is reversed from that in the genome to prevent recutting of 3xHA inserted in the forward orientation following NHEJ repair. Inversed insertion of 3xHA would reconstitute the gRNA recognition sequences, enabling recutting. Actb_HDR_3xMyc was constructed by cloning tandem Myc tags between 800-bp homology arms^41^. The gRNA target sequence in the HDR-repair template was altered at 7 basepairs to prevent cleavage of the repair template or subsequent recutting after HDR-mediated repair. For IUE, timed-pregnant dams were anesthetized, and a midline incision was made to expose the uterine horns. Ring forceps were used to gently maneuver uterine horns from the body cavity. A pulled micropipette was loaded with plasmid DNA solution: a mix of eSpCas9opt1.1-Actb_gRNA, Actb_NHEJ_3xHA, Actb_HDR_3xMyc, and CAG-Lifeact3xBFP plasmids at 1 µg µl^−1^, with 0.1% Fast Green FCF. The micropipette was inserted into the lateral ventricle, and injection was controlled using a World Precision Instruments Micro4 MicroSyringe Pump Controller. Following injection of the plasmid solution, electroporation paddles were used to deliver 4–5 pulses of 27 volts (45 milliseconds each), with 950 milliseconds between pulses, using a BTX Harvard Apparatus ECM 830 power supply. Brains were analyzed 5 days after electroporation. Following serial sectioning, BFP-positive sections were isolated and immunostained using anti-HA and anti-Myc antibodies. For each electroporated animal, at least 100 positively labeled cells were counted to determine the HDR/NHEJ ratio.

### RNA isolation

Embryos were isolated and immediately submerged in ice-cold PBS. Neocortical tissue was dissected and flash-frozen in a dry ice–ethanol bath and stored at −80° until further processing. Tissue was resuspended in 0.5 mL of Trizol and homogenized using metal beads in a bullet blender. Chloroform was added to the sample, and the aqueous phase was isolated following centrifugation for 15 min at >20,000 *g* at 4 °C. The sample was transferred to a Zymo Research Zymo-Spin IC column and was processed following the manufacturer’s protocol, including on-column DNA digestion. Pure RNA was eluted in DNase/RNase-free water and quantified using a Qubit fluorometer.

### Click-seq

Libraries for RNA-seq were generated from 600 ng of RNA by Click-Seq^29^. Ribosomal RNA was removed from total RNA using NEBNext rRNA Depletion Kit (NEB). ERCC RNA spike-in was included for library quality assessment (Thermo Fisher). Superscript II (Thermo Fisher) was used for reverse transcription with 1:30 5 mM AzdNTP:dNTP and 3′ Genomic Adapter-6N RT primer (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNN). RNaseH treatment was used to remove RNA template and DNA was purified with DNA Clean and Concentrator Kit (Zymo Research). Azido-terminated cDNA was combined with the click adaptor oligo (/5Hexynyl/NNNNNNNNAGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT) and click reaction was catalyzed by addition of ascorbic acid and Cu2 + , with subsequent purification with DNA Clean and Concentrator Kit. Amplification of the library was accomplished using the Illumina universal primer (AATGATACGGCGACCACCGAG) and Illumina indexing primer (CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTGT) and the manufacturer’s protocols from the 2× One Taq Hot Start Mastermix (NEB). To enrich for amplification products larger than 200 bp, PCR products were purified using Ampure XP (Beckman) magnetic beads at 1.25× ratio. Libraries were analyzed on TapeStation (Agilent) for appropriate quality and distribution and were sequenced at the University of Michigan sequencing core on the Illumina NextSeq 550 platform (75 cycle, high output).

### RNA-seq analysis

RNA-seq data were subject to quality-control check using FastQC v0.11.5 (https://www.bioinformatics.babraham.ac.uk/projects/download.html#fastqc). Adapters were trimmed using cutadapt version 1.13 (http://cutadapt.readthedocs.io/en/stable/guide.html). Processed reads were aligned to the GENCODE GRCm38/mm10 reference genome (https://www.gencodegenes.org/mouse_releases/current.html) with STAR^72^ (v2.5.2a) and deduplicated according to UMI using UMI-tools^73^ (v0.5.3). Read counts were obtained with htseq-count (v0.6.1p1) with intersection–nonempty mode^74^. Differential expression was determined with edgeR^31^. The *P* value was calculated with likelihood ratio tests and the adjusted *P* value for multiple testing was calculated using the Benjamini–Hochberg procedure, which controls false discovery rate (FDR).

### Droplet digital PCR (ddPCR)

In all, 500 ng of RNA was reverse-transcribed to cDNA using Superscript II (Thermo Fisher). Diluted cDNA was used as template for ddPCR analysis. Target gene primer/probe sets (IDT) were labeled with FAM. A HEX-labeled probe for housekeeping gene *Srp72* was used for normalization. Primer and probe sequences are listed in Supplementary Table 10. Reaction mixtures were partitioned using the QX200 droplet generator (Bio-Rad) and subjected to thermocycling. Droplets were analyzed in the QX200 droplet reader (Bio-Rad).

### ATAC-seq

Cortical hemispheres were dissected from embryonic mice at E13.5 and lysed using a dounce homogenizer with 20 strokes of pestle A followed by 20 strokes from pestle B in lysis buffer (10 mM Tris·Cl, pH 7.4, NaCl 10 mM, MgCl_2_ 3 mM, 0.1% v/v NP-40). Nuclei were centrifuged at 500 *g* for 10 min at 4 °C. In total, 50,000 nuclei were isolated, and ATAC-seq was performed using an established protocol. After PCR amplification, libraries were purified with the 1.2 × AMPure Beads. Purified ATACseq libraries were analyzed for quality and nucleosome periodicity using a BioAnalyzer High Sensitivity DNA chip (Agilent Technologies) and quantified using the NEBNext Library Quant Kit for Illumina. Libraries were sequenced on an Illumina NovaSeq S4 flow cell to obtain paired-end 150-bp reads. After trimming adapter using cutadapt^75^, reads were aligned to the mouse reference genome (GRCh38/mm10) using BWA with default settings^76^. Low-quality, mitochondrial, and duplicate reads were removed using a combination of SAMTools and Picard’s MarckDuplicates program. ATAC-seq peaks were called using Macs2 with the parameters: –nomodel –extsize 200 –shift -100, and blacklisted regions were excluded^46^. A consensus set of peaks (137,816) was generated using bedtools merge, and reads from each sample that fell within this consensus peak set were counted using bedtools coverage, and normalized by library size, and to RPM (reads per million). Differentially accessible regions (DARs) were determined using GFOLD^48^ with a significance cutoff score of 1.0. This GFOLD score reflects a confidence interval of >99% that the observed fold change is at least log2(1.0). ATAC-seq peaks were annotated by overlap with TSSs from the UCSC browser (GRCm38). Peaks associated with enhancer regions were determined based on predicted enhancer–gene interaction data from the E14.5 brain dataset from EnhancerAtlas 2.0^49^, which integrates ChIP-seq, DNAse hypersensitivity, ChIA-Pet, Hi-C, and gene expression data. These intersections were established using PyRanges^77^ to find ATAC-seq peaks as called by Macs2 that overlapped with predicted enhancer regions.

### Statistical analysis

Statistical calculations were performed in GraphPad Prism. Values were compared using a two-tailed, unpaired Student’s *t* test or ANOVA with Tukey’s post hoc test. A *P* value of < 0.05 was considered statistically significant.

### Image processing and analysis

Images were exported as TIFF files and processed in Adobe Photoshop. Counts and measurements were performed in Photoshop or using ImageJ software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA-seq and ATAC-seq data that support the findings of this study have been deposited to NCBI GEO with the accession number GSE153062. Data from publicly available sources: GRCm38/mm10 reference genome [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.26], ENCODE [ENCSR160IIN, ENCSR647QBV, ENCSR970EWM, ENCSR185LWM, ENCSR752RGN, ENCSR080EVZ, ENCSR362AIZ], and EnhancerAtlas 2.0. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Symmetric neural progenitor divisions require chromatin-mediated homologous recombination DNA repair by Ino80
**Source:** Nat Commun. 2020 Jul 31;11:3839. doi: 10.1038/s41467-020-17551-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Symmetric neural progenitor divisions require chromatin-mediated homologous recombination DNA repair by *Ino80*

Jason M. Keil<sup>1,2,3</sup>, Daniel Z. Doyle<sup>1,2,4</sup>, Adel Qalieh<sup>1,2</sup>, Mandy M. Lam<sup>1,2</sup>, Owen H. Funk<sup>1,2</sup>, Yaman Qalieh<sup>1,2</sup>, Lei Shi<sup>1,2</sup>, Nitesh Mohan<sup>1,2</sup>, Alice Sorel<sup>1,2</sup>, Kenneth Y. Kwan<sup>1,2,4,\*</sup>

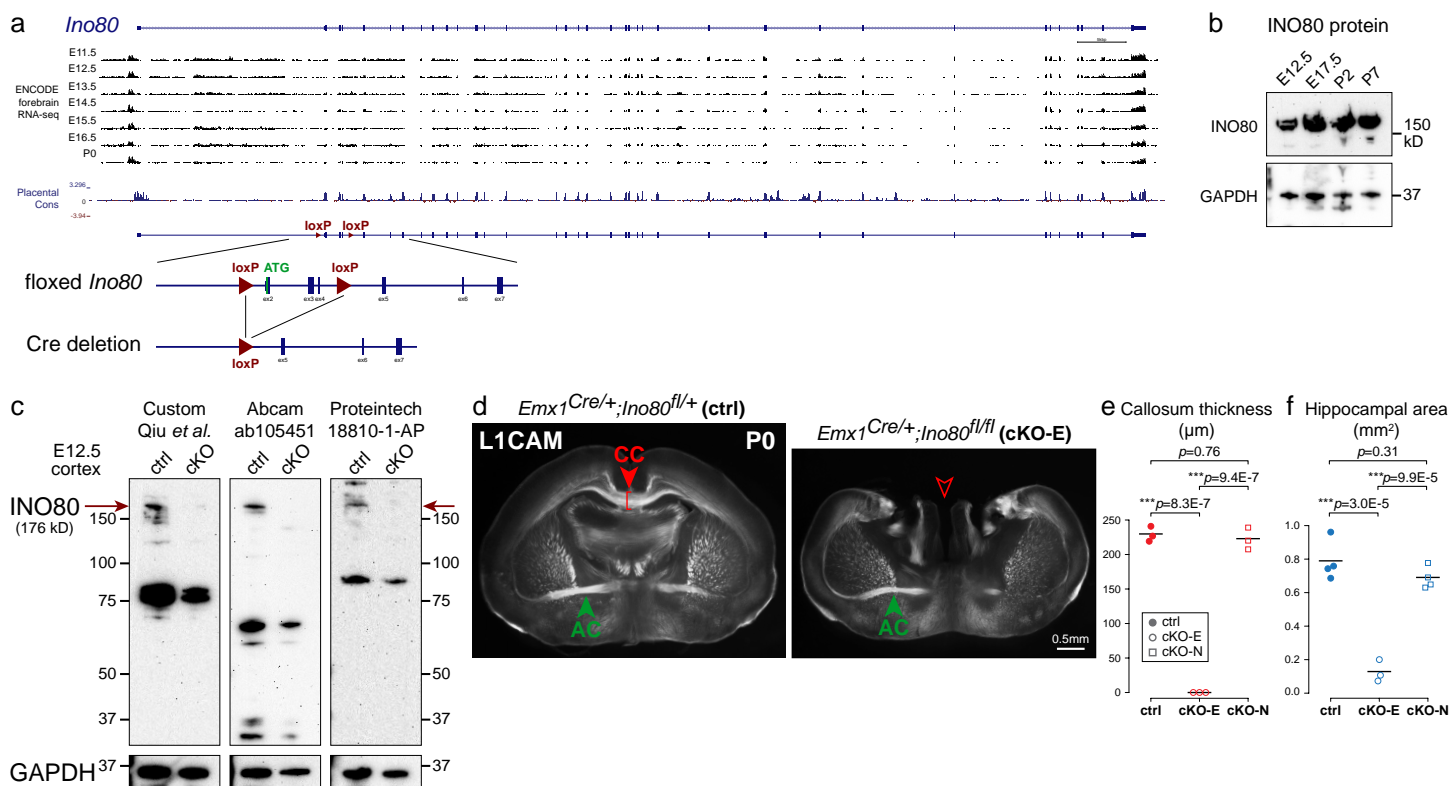

## Supplementary Figure 1

**a**, The mouse *Ino80* locus and the conditional *Ino80* allele. ENCODE RNA-seq data show *Ino80* expression in forebrain from E11.5 to P0. Additional ENCODE RNA-seq data for *Ino80* mRNA expression can be found at <https://www.ncbi.nlm.nih.gov/gene/68142/?report=expression>. For the conditional *Ino80* allele, the loxP sites (red triangles) flanking exons 2-4 and deletion upon Cre-mediated excision are illustrated. Cons., conservation

**b**, INO80 immunoblotting of wildtype E12.5, E17.5, P2, and P7 cortical lysate revealed INO80 protein expression throughout cortical developmental ages.

**c**, INO80 immunoblotting with three anti-INO80 antibodies revealed loss of INO80 protein (~176 kD) expression from E12.5 *Ino80* cKO-E cortex.

**d**, L1CAM immunostaining (white) of coronal P0 sections. In cKO-E, the corpus callosum (CC, red arrowhead) was absent. The anterior commissure (AC, green arrowhead) was formed.

**e** and **f**, Quantitative analyses of coronal P0 sections revealed significant reductions in corpus callosum thickness (n=3 animals) and hippocampal area (ctrl: n=4, cKO-E: n=3, cKO-N: n=4 animals), in cKO-E, but not cKO-N, compared to ctrl (Data are mean, one-way ANOVA with Tukey's post-hoc test).

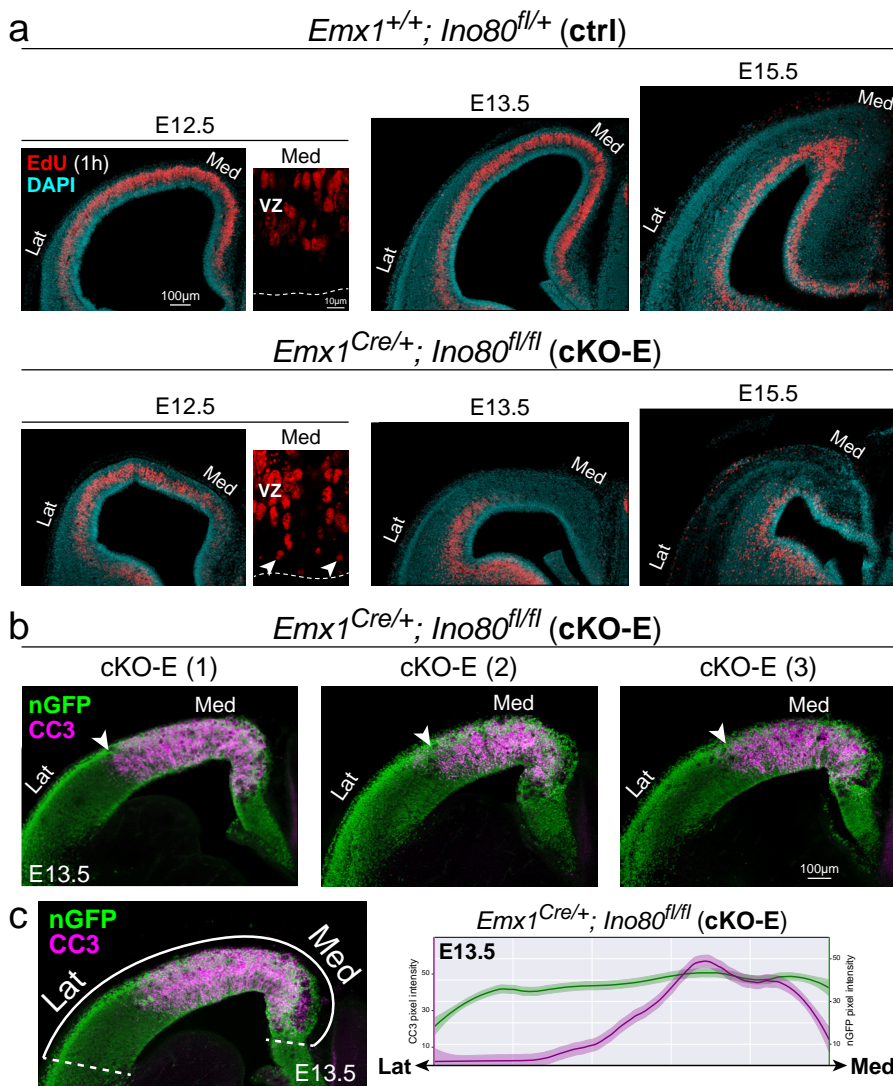

## Supplementary Figure 2

**a**, S-phase NPCs in E12.5, E13.5, and E15.5 brains were labeled by a 1-hour pulse of EdU (red) and coronal sections were stained with DAPI (cyan). From E12.5 to E15.5, the medial (Med) cKO-E cortex was characterized by a progressive loss of EdU+ cycling NPCs. Some EdU+ nuclei in medial cKO-E cortex were pyknotic (arrowheads), suggesting that apoptosis occurred during or within 1 hour of S-phase. In lateral (Lat) cKO-E cortex, EdU+ NPCs were present at E12.5, E13.5, and E15.5, indicating that NPCs continued to proliferate in lateral cortex.

**b**, Cleaved Caspase 3 (CC3) immunostaining (magenta) of coronal E13.5 sections from three cKO-E brains showed consistent apoptosis in medial, but not lateral, neocortex. The lateral extent of apoptosis (arrowhead) was consistent in all analyzed cKO-E brains. Cre-dependent expression of nGFP (green) from *ROSA<sup>nT-nG</sup>* was consistently present in both medial and lateral cKO-E neocortex.

**c**, Analysis of immunofluorescent pixel intensity from lateral (Lat) to medial (Med) E13.5 cortex revealed Cre-dependent expression of nGFP (green) throughout the mediolateral extent of E13.5 cKO-E neocortex. Apoptosis (CC3, magenta), however, was present only in medial cKO-E cortex (Data are LOESS curve  $\pm$  99% confidence interval,  $n=3$  animals).

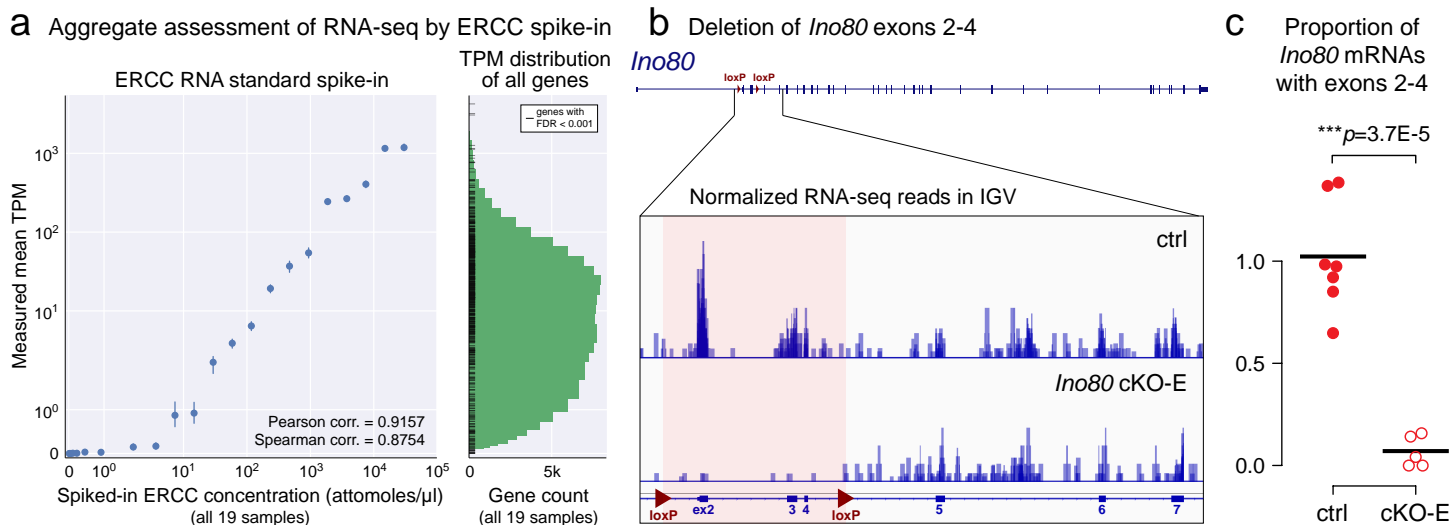

### Supplementary Figure 3

**a**, Aggregate assessment of ERCC spike-in standards in UMI RNA-seq revealed excellent quantification over a broad range of expression values. 

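Each library listed 51912 genes. At least 1 count was found for between 15847 and 18668 genes in the ctrl libraries (median 17911), between 14982 and 19107 in the cKO-E libraries (median 18379) and between 15137 and 20002 in the dKO-E libraries (median 18066). The smallest values belonged to cKO-E embryo D. The gene with the most counts, *Auts2*, averaged 8293 CPM over all libraries, followed by *Gm26917* at 6101 and *mt-Rnr2* at 6076.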

The vast majority of genes from all 19 experimental samples were within the dynamic range of UMI RNA-seq. TPM, transcripts per million

**b**, Normalized UMI RNA-seq reads that mapped to *Ino80* exons 2-7 were visualized using Integrative Genomics Viewer (IGV). 

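In GENCODE M21, transcript ENSMUST00000049920.13 of *Ino80* has 36 exons and lies on the minus strand of chromosome 2. Exon 2 spans 119458081 to 119458266 (186 bp), exon 3 spans 119456572 to 119456741 (170 bp) and exon 4 spans 119456385 to 119456452 (68 bp). Together these exons make up 424 bp, or 6.67%, of the 6354 bp of the transcript. The plot shows reads along these exons, which a count per gene does not resolve.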

Loss of RNA-seq reads from exons 2-4 in cKO-E confirmed Cre-mediated deletion of these exons at the level of the transcriptome.

**c**, The proportion of *Ino80* mRNAs with intact (unrecombined) exons 2-4 based on RNA-seq RPKM in *Ino80* cKO-E and ctrl E13.5 cortex (Data are mean, two-tailed unpaired *t*-test, ctrl:  $n=7$ , cKO-E:  $n=5$  animals).

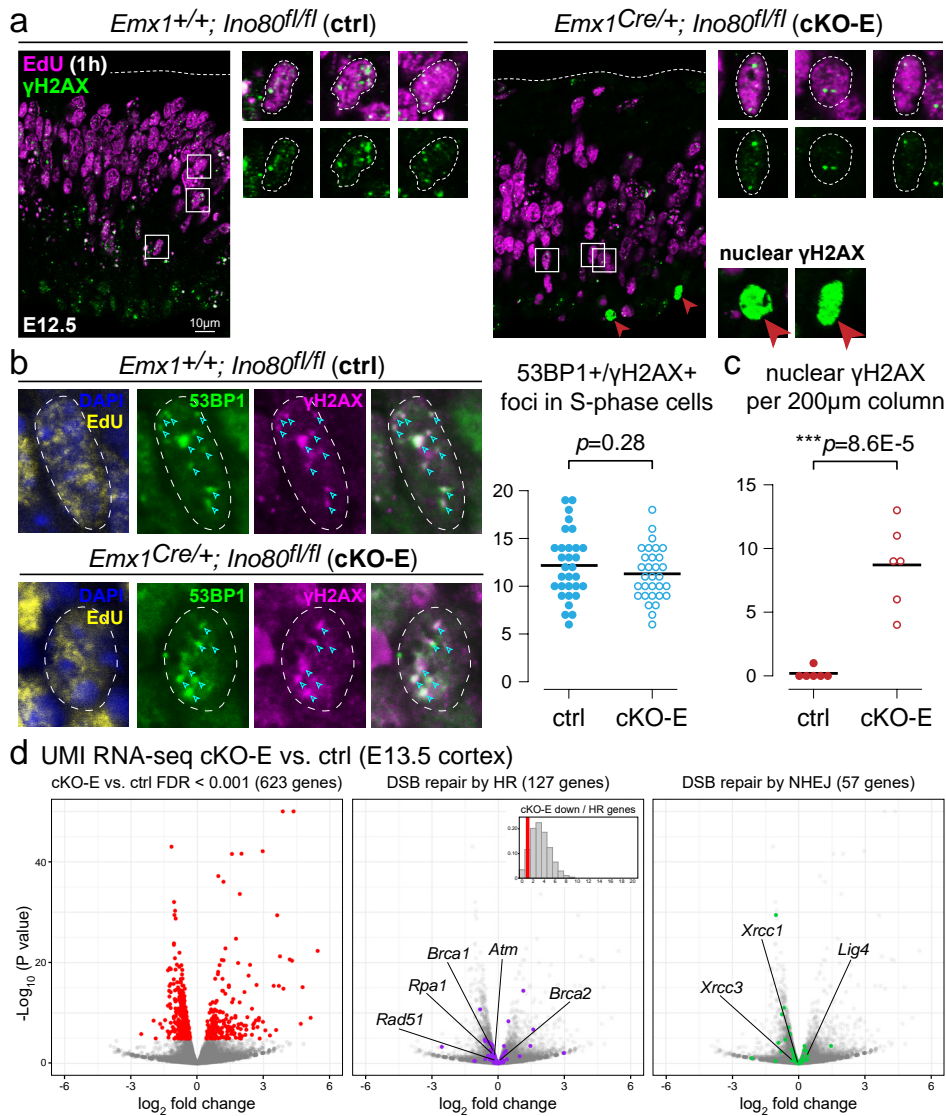

#### Supplementary Figure 4

**a**, S-phase NPCs in E12.5 brains were labeled by a 1-hour pulse of EdU (magenta) and coronal sections were immunostained for γH2AX (green). In ctrl, numerous γH2AX foci were present in S-phase NPCs (insets), consistent with physiological DSBs during normal DNA replication. In cKO-E, γH2AX foci were also present in S-phase NPCs. However, in addition to replication-associated DSBs, some cKO-E NPCs near the ventricular surface were characterized by pan-nuclear γH2AX staining (arrowheads), a marker of apoptosis following substantial DNA damage during replication.

**b**, S-phase DSBs were quantified by co-immunostaining for γH2AX (magenta) and the DNA repair protein 53BP1 (green), which colocalize at sites of DSBs. The number of γH2AX+/53BP1+ foci (arrowheads) in S-phase NPCs (1h EdU+, yellow) was not significantly different in E12.5 *Ino80* cKO-E cortex compared to ctrl (Data are mean, two-tailed unpaired *t*-test, *n*=31 EdU+ cells from 3 animals).

**c**, Quantification of pan-nuclear γH2AX staining, a marker of apoptosis following substantial DNA damage during replication, in EdU- ventricular NPCs (arrowheads in **a**) revealed a significant increase in E12.5 cKO-E cortex compared to ctrl (Data are mean, two-tailed unpaired *t*-test, *n*=6 hemispheres from 3 animals).

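Repair genes were also analysed in the counts per gene. *Brca1* (ENSMUSG00000017146.12) had 107 ± 12.7 CPM (SD, n = 7) in ctrl and 89.6 ± 8.34 (SD, n = 5) in cKO-E, a log2 fold change of -0.24 (SE 0.09, adjusted p = 0.0784 from edgeR's quasi-likelihood test). *Brca2* had 92.0 ± 14.3 and 98.3 ± 13.6 CPM and a log2 fold change of 0.10 (SE 0.11, adjusted p = 0.582). *Atm* had 141 ± 10.0 and 127 ± 13.7 CPM and a log2 fold change of -0.15 (SE 0.07, adjusted p = 0.17). For the subunits of RPA, the log2 fold change was -0.27 for *Rpa1* (adjusted p = 0.151), -0.16 for *Rpa2* (adjusted p = 0.594) and -0.03 for *Rpa3* (adjusted p = 0.973). A list of 19 NHEJ genes, 17 of them tested, had a median log2 fold change of -0.01 (camera, adjusted p = 0.96), which became 0.03 with total counts and 0.01 with upper quartiles in place of TMM. Of these genes, 2 were downregulated, where 0.394 would be expected by chance (one-sided Fisher's exact test, p = 0.0578). *Prkdc* had a log2 fold change of -1.01 (adjusted p = 7.19e-07), and *Xrcc5* fell from 72.8 ± 3.45 CPM (SD, n = 7) to 53.4 ± 2.44 (SD, n = 5), a log2 fold change of -0.44 (SE 0.06, adjusted p = 0.000144 from the quasi-likelihood test). The other listed NHEJ genes with an adjusted p under 0.05 were named after their values were seen. *Xrcc4* (log2 fold change 0.26, adjusted p = 0.0065), *Shld2* (0.45, adjusted p = 0.00962) and *Mad2l2* (0.39, adjusted p = 0.017) were higher. *Rif1* (log2 fold change -0.24, adjusted p = 0.0269) was lower.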

**d**, Expression of DNA damage repair genes in *Ino80* cKO-E. As a group, DNA damage repair genes were not significantly downregulated in cKO-E. HR genes *Brca1*, *Brca2*, *Rpa*, *Atm*, and *Rad51* were not downregulated. Only 1 of 127 genes involved in homology-dependent DNA repair was downregulated in cKO-E.

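Among the tested genes of the HR list, 1 was downregulated at the false discovery rate of 0.001, *Abraxas1* (ENSMUSG00000035234.18, chromosome 5). It fell from 19.0 ± 2.69 CPM (SD, n = 7) to 9.15 ± 2.01 (SD, n = 5) in cKO-E (SE of the log2 fold change 0.15, adjusted p = 0.000214). With p values adjusted over the list alone, 1 gene was downregulated and 0 upregulated. At an unadjusted p under 0.05, 13 genes were lower and 3 higher. The other 5 listed genes with an adjusted p under 0.05 were named after their values were seen. Of these, *Babam2* (log2 fold change 0.29, adjusted p = 0.00189) and *Wrn* (log2 fold change 0.30, adjusted p = 0.0397) were higher in cKO-E. The lower genes were *Xrcc2* (log2 fold change -0.42, adjusted p = 0.00844), *Brcc3* (log2 fold change -0.32, adjusted p = 0.0143) and *Rmi2* (log2 fold change -0.57, adjusted p = 0.0153).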

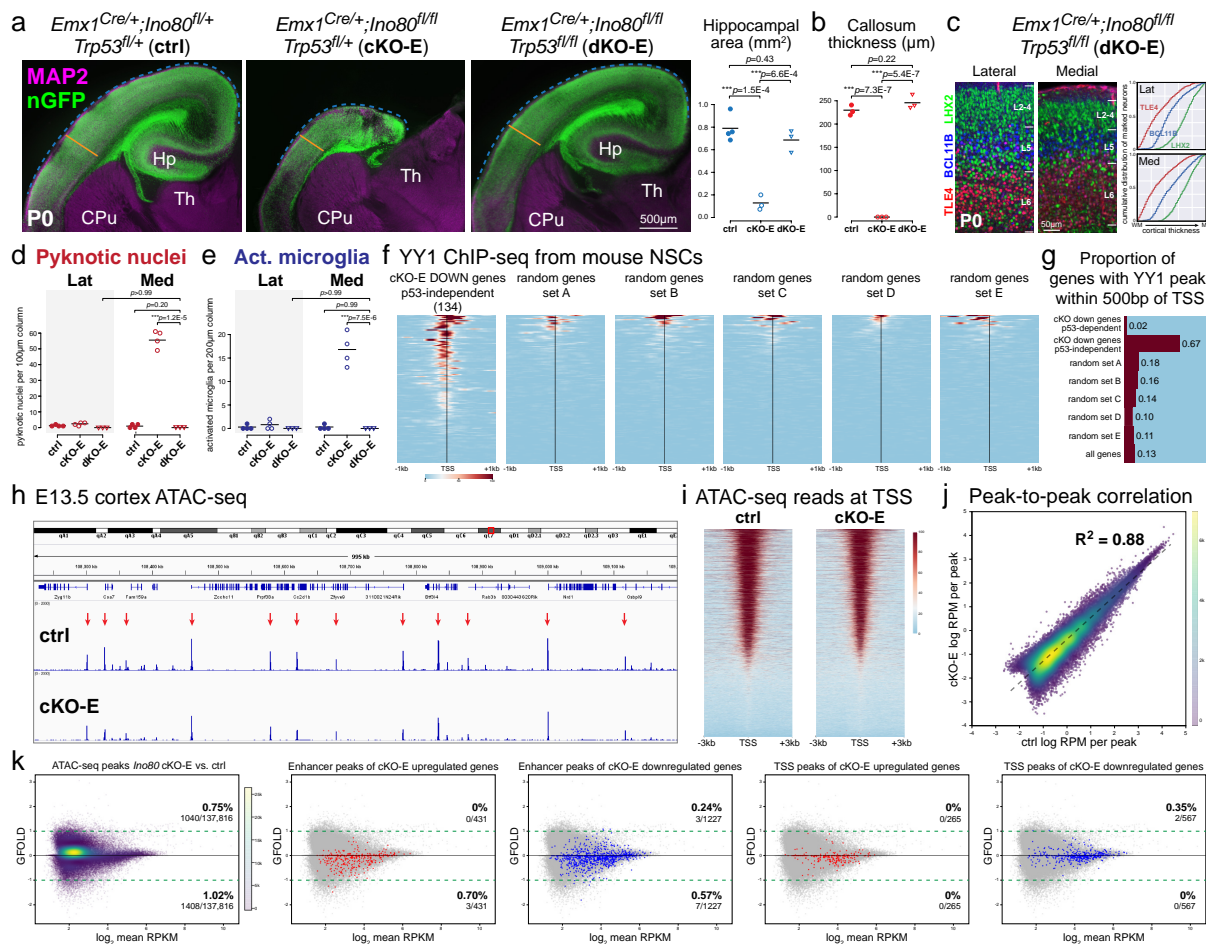

## Supplementary Figure 5

**a**, MAP2 (magenta) and nGFP (green) immunostaining of coronal P0 brain sections. *Ino80* cKO-E, but not *Ino80/Trp53* dKO-E, was characterized by microcephaly and severe hippocampal hypoplasia. Analysis of hippocampal area revealed a significant decrease in cKO-E, but not dKO-E, compared to ctrl (Data are mean, one-way ANOVA with Tukey's post-hoc test, ctrl: n=4, cKO-E: n=3, dKO-E: n=3 animals)

**b**, Analysis of corpus callosum thickness revealed a significant decrease in P0 cKO-E, but not dKO-E, cortex compared to ctrl (Data are mean, one-way ANOVA with Tukey's post-hoc test, n=3 animals)

**c**, Analysis of cumulative distribution of layer marker-expressing neurons through the thickness of cortex from WM to MZ revealed normal lamination in medial and lateral P0 dKO-E cortex (n=3 animals).

**d** and **e**, Quantitative analysis revealed significant increases in pyknosis and morphologically activated (Act.) microglia in medial cKO-E, but not dKO-E, cortex (Data are mean, one-way ANOVA with Tukey's post-hoc test, ctrl: n=4, cKO-E: n=4, dKO-E: n=3 animals).

**f** and **g**, Intersectional analysis of the 134 p53-independent downregulated genes and five sets of randomly selected genes (sets A-E) with published YY1 ChIP-seq data from mouse neural stem cells (NSCs). The 134 p53-independent, cKO-E downregulated genes showed an enrichment of genes with a YY1 peak within 500bp of transcriptional start site (TSS).

**h**, Representative IGV tracts of E13.5 cortex ATAC-seq. Analysis of genome-wide ATAC-seq peaks (arrows) revealed a 91.33% overlap between *Ino80* cKO-E and ctrl.

**i**, Normalized ATAC-seq reads within 3kb of annotated TSSs in *Ino80* cKO-E and ctrl.

**j**, Genome-wide ATAC-seq peak-to-peak correlation of normalized reads per peak between *Ino80* cKO-E and ctrl.

**k**, MA plots of chromatin accessibility changes in cKO-E compared to ctrl. Each dot represents one ATAC-seq peak. GFOLD cutoff of 1.0 is indicated by dashed green line.

### *Ino80* gene regulation

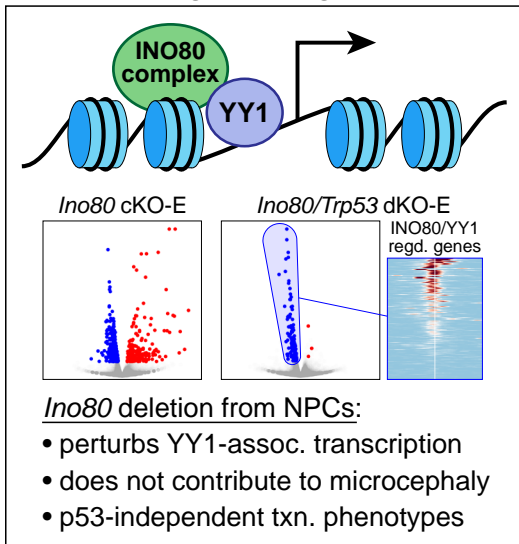

### *Ino80* DNA repair

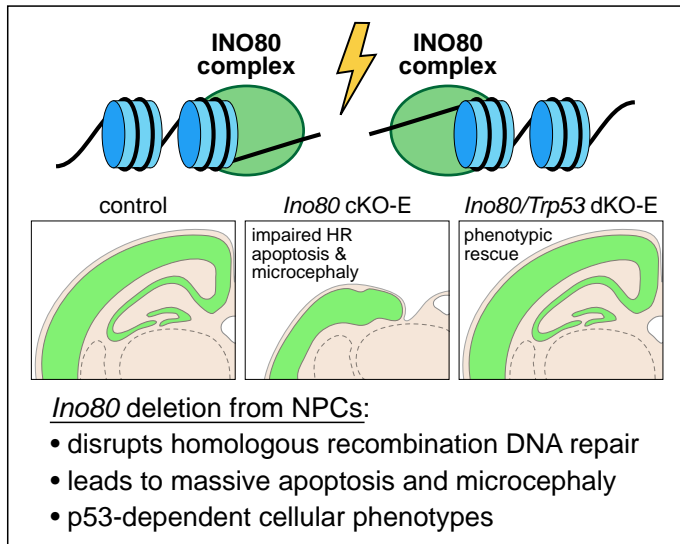

### Supplementary Figure 6

The mechanistically distinct roles of *Ino80* in transcriptional regulation and DNA repair during corticogenesis are illustrated in schematic.

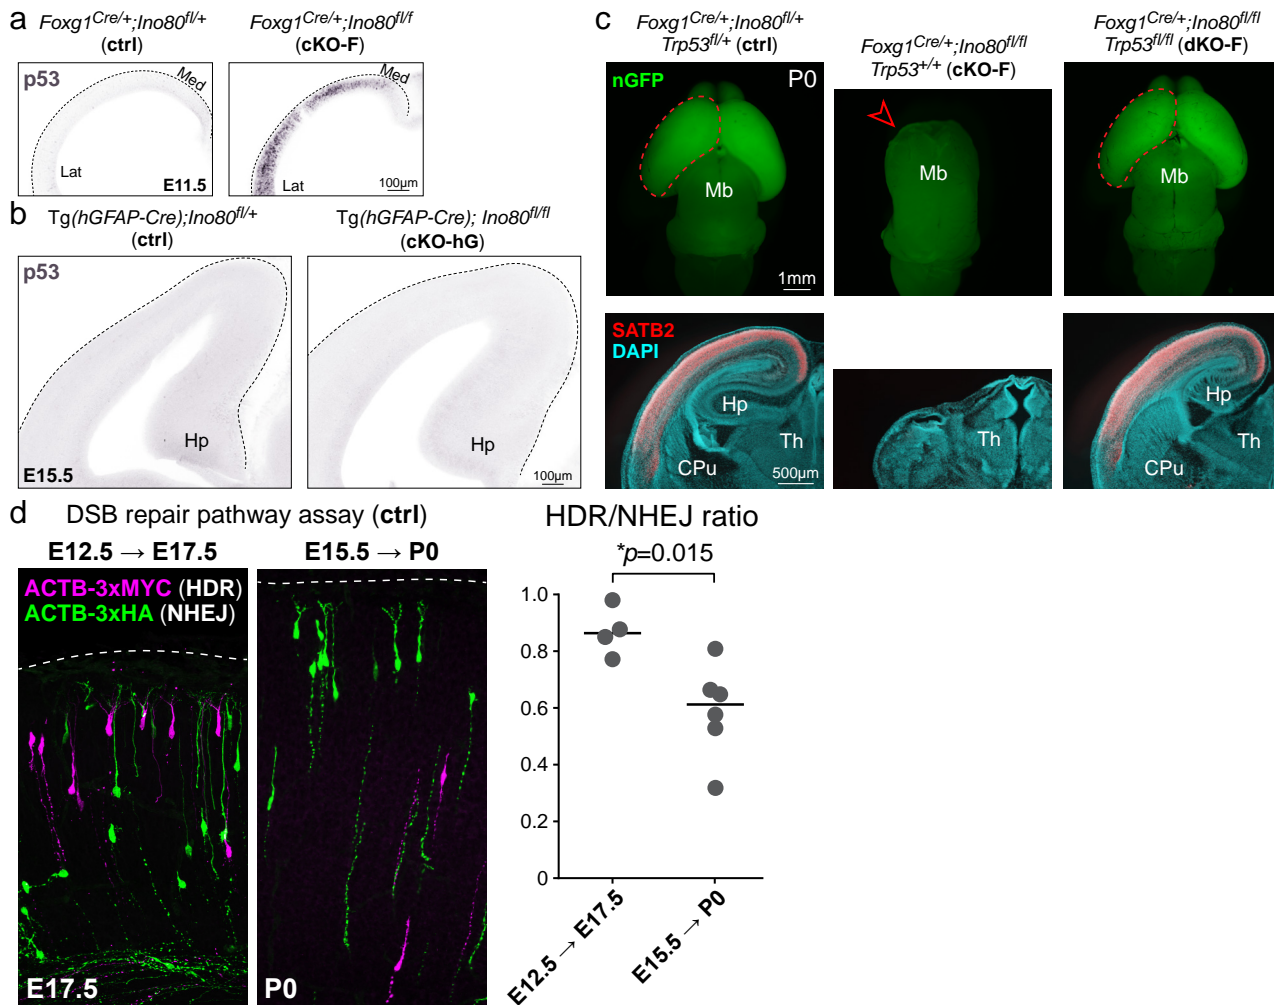

## Supplementary Figure 7

**a**, p53 immunostaining of E11.5 ctrl and *Ino80* cKO-F coronal brain sections. In *Ino80* cKO-F, p53 activation was present in the entire mediolateral extent of the cortex, including lateral neocortex.

**b**, p53 immunostaining of E15.5 ctrl and *Ino80* cKO-hG coronal brain sections. p53 activation was absent from *Ino80* cKO-hG cortex.

**c**, Dorsal view of P0 whole mount brains and SATB2 (red) and DAPI (cyan) staining of P0 brain coronal sections. Single deletion of *Ino80* with *Foxg1<sup>Cre</sup>* (cKO-F) led to forebrain agenesis at P0 (arrowhead). Co-deletion of *Ino80* and *Trp53* with *Foxg1<sup>Cre</sup>* (dKO-F) led to remarkable rescue of cKO-F forebrain agenesis.

**d**, *In vivo* DSB repair pathway assay in control brains. IUE was carried out at E12.5, during largely symmetric NPC divisions, or at E15.5, after most NPCs have transitioned to asymmetric divisions. Brains were analyzed 5 days after IUE. After transition to asymmetric divisions, HDR (ACTB-3xMYC, magenta) was significantly decreased relative to NHEJ (ACTB-3xHA, green; data are mean, two-tailed unpaired t-test, E12.5 → E17.5: *n*=4, E15.5 → P0: *n*=6 animals).

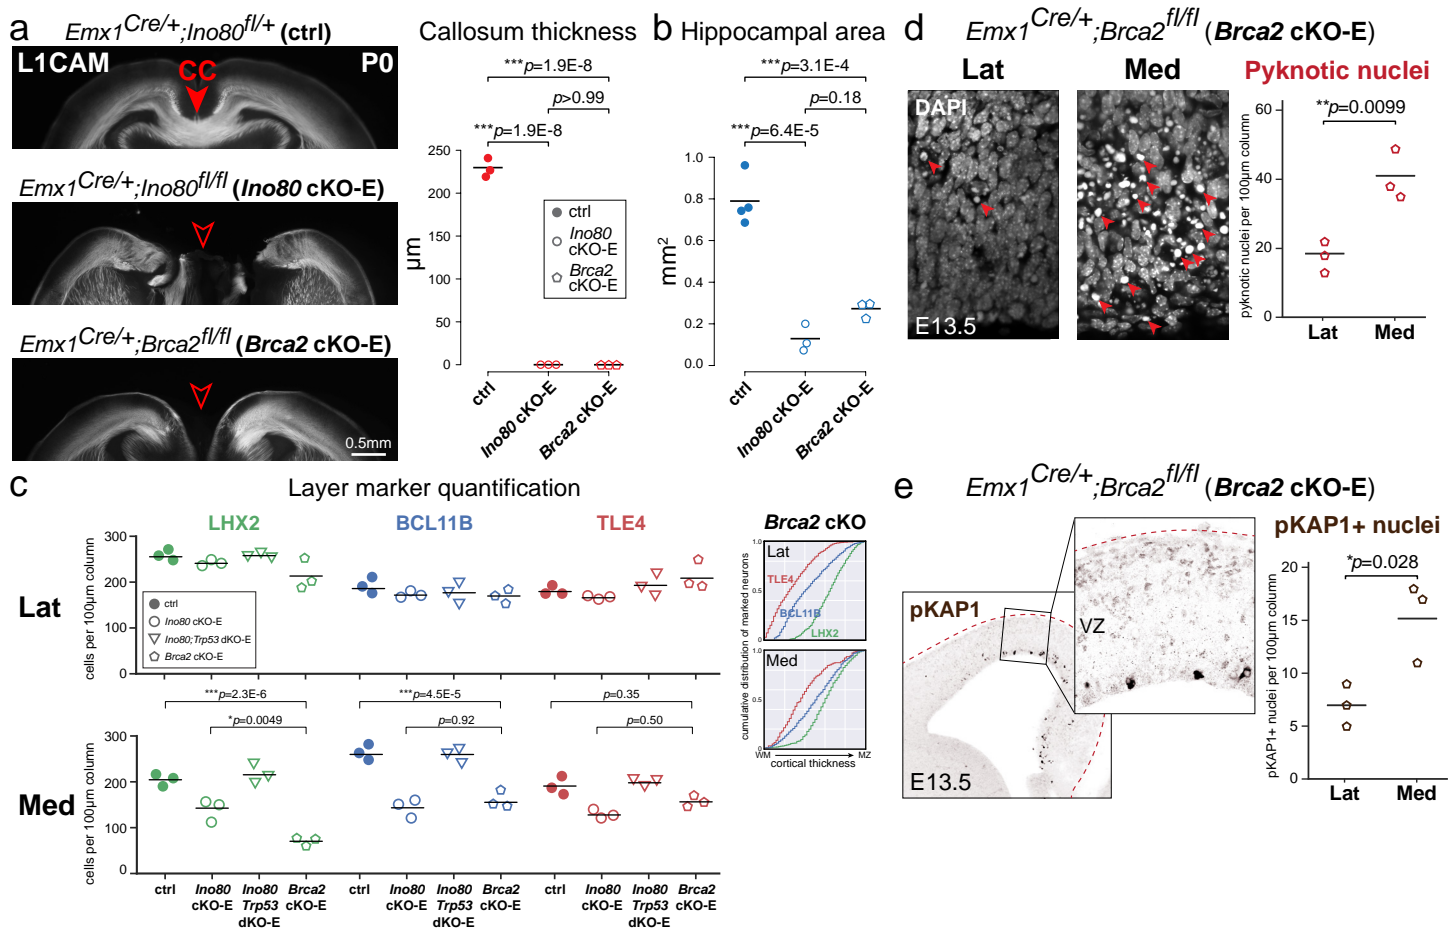

## Supplementary Figure 8

**a**, L1CAM immunostaining (white) of coronal P0 sections. Agenesis of corpus callosum (CC, red arrowhead) was consistently found in *Ino80* cKO-E and *Brca2* cKO-E. Analysis of coronal P0 sections revealed a significant reduction in corpus callosum thickness in *Ino80* cKO-E and *Brca2* cKO-E compared to ctrl (Data are mean, one-way ANOVA with Tukey's post-hoc test,  $n=3$  animals).

**b**, Analysis of coronal P0 sections revealed a significant reduction in hippocampal area in *Ino80* cKO-E and *Brca2* cKO-E compared to ctrl (Data are mean, one-way ANOVA with Tukey's post-hoc test, ctrl:  $n=4$ , *Ino80* cKO-E:  $n=3$ , *Brca2* cKO-E:  $n=3$  animals).

**c**, Analysis of layer marker-expressing neurons in medial (Med) and lateral (Lat) P0 ctrl, *Ino80* cKO-E, *Ino80;Trp53* dKO-E, and *Brca2* cKO-E cortex (Data are mean, one-way ANOVA with Tukey's post-hoc test,  $n=3$  animals).

**d**, Analysis of pyknotic nuclei (arrowheads) in medial and lateral E13.5 *Brca2* cKO-E cortex (Data are mean, two-tailed unpaired t-test,  $n=3$  animals).

**e**, Analysis of pKAP1+ nuclei (arrowheads) in medial and lateral E13.5 *Brca2* cKO-E cortex (Data are mean, two-tailed unpaired t-test,  $n=3$  animals).

Supplementary Table 1. Significantly upregulated genes by UMI RNA-seq (cKO-E vs. ctrl, FDR &lt; 0.001)

P-value calculated with likelihood ratio tests. Adjusted P-value for multiple testing calculated using the Benjamini-Hochberg method (FDR).

Supplementary Table 2. Significantly downregulated genes by UMI RNA-seq (cKO-E vs. ctrl, FDR &lt; 0.001)

P-value calculated with likelihood ratio tests. Adjusted P-value for multiple testing calculated using the Benjamini-Hochberg method (FDR).

Supplementary Table 3. Significantly upregulated genes by UMI RNA-seq (dKO-E vs. ctrl, FDR &lt; 0.001)

| Ensembl Mouse Gene ID | Gene symbol          | logFC | logCPM | LR    | PValue   | FDR      | Up in cKO-E |
|-----------------------|----------------------|-------|--------|-------|----------|----------|-------------|
| ENSMUSG00000034154.15 | <i>Ino80</i>         | 0.62  | 6.83   | 73.53 | 9.92E-18 | 1.84E-14 |             |
| ENSMUSG00000031392.18 | <i>Irak1</i>         | 0.80  | 4.40   | 51.85 | 6.00E-13 | 5.03E-10 |             |
| ENSMUSG00000036461.15 | <i>Elf1</i>          | 0.62  | 5.18   | 44.77 | 2.21E-11 | 1.40E-08 |             |
| ENSMUSG00000042784.9  | <i>Muc1</i>          | 0.88  | 4.22   | 42.53 | 6.97E-11 | 3.93E-08 |             |
| ENSMUSG00000027887.11 | <i>Syp12</i>         | 0.92  | 3.69   | 40.52 | 1.95E-10 | 9.64E-08 |             |
| ENSMUSG00000055897.13 | <i>Ppp4r1l-ps</i>    | 0.52  | 5.34   | 40.14 | 2.36E-10 | 1.14E-07 |             |
| ENSMUSG00000028035.13 | <i>Dnajb4</i>        | 0.81  | 5.44   | 40.08 | 2.44E-10 | 1.17E-07 |             |
| ENSMUSG00000035270.15 | <i>Impg2</i>         | 0.91  | 3.69   | 39.14 | 3.95E-10 | 1.78E-07 |             |
| ENSMUSG00000042851.17 | <i>Zc3h6</i>         | 0.90  | 5.25   | 39.12 | 3.98E-10 | 1.78E-07 |             |
| ENSMUSG00000044244.18 | <i>Il20rb</i>        | 0.93  | 3.85   | 37.89 | 7.49E-10 | 3.14E-07 |             |
| ENSMUSG00000024330.16 | <i>Col11a2</i>       | 1.22  | 2.95   | 37.32 | 1.00E-09 | 4.10E-07 |             |
| ENSMUSG00000080727.2  | <i>C920021L13Rik</i> | 0.80  | 3.61   | 34.70 | 3.85E-09 | 1.37E-06 |             |
| ENSMUSG00000069835.10 | <i>Sat2</i>          | 1.65  | 1.79   | 30.71 | 2.99E-08 | 8.73E-06 |             |
| ENSMUSG00000028689.14 | <i>Ccdc163</i>       | 0.90  | 3.29   | 30.34 | 3.63E-08 | 1.05E-05 |             |
| ENSMUSG00000035545.13 | <i>Leng8</i>         | 0.53  | 6.62   | 30.26 | 3.78E-08 | 1.08E-05 |             |
| ENSMUSG00000056763.16 | <i>Cspp1</i>         | 0.36  | 7.62   | 29.97 | 4.40E-08 | 1.23E-05 |             |
| ENSMUSG00000039191.12 | <i>Rbpj</i>          | 0.38  | 7.82   | 29.83 | 4.71E-08 | 1.30E-05 |             |
| ENSMUSG00000059674.6  | <i>Cdh24</i>         | 0.54  | 4.58   | 29.39 | 5.93E-08 | 1.61E-05 |             |
| ENSMUSG00000020389.19 | <i>Cdkl3</i>         | 0.63  | 5.04   | 26.91 | 2.13E-07 | 5.01E-05 |             |
| ENSMUSG00000042567.19 | <i>Nek10</i>         | 1.71  | 1.60   | 26.48 | 2.66E-07 | 6.17E-05 |             |
| ENSMUSG00000051427.14 | <i>Ccdc157</i>       | 0.72  | 3.50   | 26.02 | 3.38E-07 | 7.70E-05 |             |
| ENSMUSG00000022568.16 | <i>Scrib</i>         | 0.43  | 5.95   | 25.46 | 4.51E-07 | 0.000100 |             |
| ENSMUSG00000052139.18 | <i>Babam2</i>        | 0.33  | 6.62   | 25.28 | 4.95E-07 | 0.000107 |             |
| ENSMUSG00000058997.7  | <i>Vwa8</i>          | 0.37  | 6.35   | 25.27 | 4.99E-07 | 0.000107 |             |
| ENSMUSG00000020021.4  | <i>Fgd6</i>          | 0.76  | 4.57   | 25.08 | 5.50E-07 | 0.000116 |             |
| ENSMUSG00000022557.10 | <i>Bop1</i>          | 0.55  | 4.59   | 25.08 | 5.51E-07 | 0.000116 |             |
| ENSMUSG00000041264.16 | <i>Usp11</i>         | 0.38  | 5.88   | 24.98 | 5.79E-07 | 0.000121 |             |
| ENSMUSG00000036270.16 | <i>Edc4</i>          | 0.48  | 5.62   | 23.47 | 1.27E-06 | 0.000237 |             |
| ENSMUSG00000028794.13 | <i>A3galt2</i>       | 0.78  | 3.68   | 23.45 | 1.28E-06 | 0.000239 |             |
| ENSMUSG00000021958.4  | <i>Pinx1</i>         | 0.36  | 5.47   | 22.60 | 2.00E-06 | 0.000346 |             |
| ENSMUSG00000026771.14 | <i>Spopl</i>         | 0.33  | 6.47   | 22.36 | 2.26E-06 | 0.000387 |             |
| ENSMUSG00000046139.7  | <i>Pat11</i>         | 0.41  | 5.38   | 22.06 | 2.64E-06 | 0.000434 |             |
| ENSMUSG00000020456.17 | <i>Ogdh</i>          | 0.32  | 6.36   | 22.04 | 2.67E-06 | 0.000436 |             |
| ENSMUSG00000105961.1  | <i>NA</i>            | 1.01  | 2.46   | 21.47 | 3.59E-06 | 0.000553 |             |
| ENSMUSG00000055538.7  | <i>Zcchc24</i>       | 0.75  | 3.46   | 21.37 | 3.78E-06 | 0.000580 |             |
| ENSMUSG00000033009.15 | <i>Ogfod1</i>        | 0.44  | 4.61   | 21.22 | 4.09E-06 | 0.000618 |             |
| ENSMUSG00000073236.4  | <i>2500004C02Rik</i> | 0.59  | 3.50   | 21.19 | 4.15E-06 | 0.000623 |             |
| ENSMUSG00000042510.7  | <i>AA986860</i>      | 1.55  | 0.99   | 20.92 | 4.79E-06 | 0.000710 |             |
| ENSMUSG00000034303.7  | <i>Ccdc15</i>        | 0.42  | 5.32   | 20.62 | 5.60E-06 | 0.000809 |             |
| ENSMUSG00000109408.1  | <i>LOC102639982</i>  | 0.51  | 4.42   | 20.58 | 5.73E-06 | 0.000818 |             |
| ENSMUSG00000039137.18 | <i>Whrn</i>          | 0.55  | 4.34   | 20.53 | 5.89E-06 | 0.000837 |             |
| ENSMUSG00000007029.16 | <i>Vars</i>          | 0.43  | 5.89   | 20.36 | 6.41E-06 | 0.000897 |             |
| ENSMUSG00000035325.16 | <i>Sec31a</i>        | 0.30  | 6.47   | 20.15 | 7.17E-06 | 0.000975 |             |
| ENSMUSG00000039509.8  | <i>Nup133</i>        | 0.44  | 5.59   | 20.15 | 7.16E-06 | 0.000975 |             |

P-value calculated with likelihood ratio tests. Adjusted P-value for multiple testing calculated using the Benjamini-Hochberg method (FDR).

Supplementary Table 4. Significantly downregulated genes by UMI RNA-seq (dKO-E vs. ctrl, FDR &lt; 0.001)

P-value calculated with likelihood ratio tests. Adjusted P-value for multiple testing calculated using the Benjamini-Hochberg method (FDR).

Supplementary Table 5. Significantly downregulated genes in cKO-E not reversed by *Trp53* co-deletion

|                       |                |       |      |       |          |          |
|-----------------------|----------------|-------|------|-------|----------|----------|
| ENSMUSG00000006403.13 | <i>Adamts4</i> | -1.03 | 2.04 | 22.77 | 1.83E-06 | 3.21E-04 |
|-----------------------|----------------|-------|------|-------|----------|----------|

P-value calculated with likelihood ratio tests. Adjusted P-value for multiple testing calculated using the Benjamini-Hochberg method (FDR).

Supplementary Table 6. Mouse strains

| Mouse                                                                                                       | ID Number    |
|-------------------------------------------------------------------------------------------------------------|--------------|
| B6.129(C3)- <i>Ino80</i> <sup>tm1.1Jland/J</sup><br><i>Ino80</i> <sup>fl</sup>                              | JAX# 027920  |
| B6.129P2-Gt( <i>ROSA</i> )26Sor <sup>tm1(DTA)Lky/J</sup><br><i>ROSA</i> <sup>DTA</sup>                      | JAX# 009669  |
| B6N.129S6-Gt( <i>ROSA</i> )26Sor <sup>tm1(CAG-tdTomato*, -EGFP*)Ees/J</sup><br><i>ROSA</i> <sup>nT-nG</sup> | JAX# 023537  |
| B6.129P2- <i>Trp53</i> <sup>tm1Brn/J</sup><br><i>p53</i> <sup>fl</sup>                                      | JAX# 008462  |
| B6.129S2- <i>Emx1</i> <sup>tm1(cre)Krl/J</sup><br><i>Emx1</i> <sup>IRES-Cre</sup>                           | JAX# 005628  |
| B6.129P2(Cg)- <i>Foxg1</i> <sup>tm1(cre)Skm/J</sup><br><i>Foxg1</i> <sup>Cre</sup>                          | JAX# 006084  |
| <i>Neurod6</i> <sup>tm1(cre)Kan</sup><br><i>Neurod6</i> <sup>Cre</sup>                                      | MGI# 2668659 |
| FVB- <i>Tg</i> ( <i>GFAP-cre</i> )25Mes/J<br><i>Tg</i> ( <i>hGFAP-Cre</i> )                                 | JAX# 004600  |
| STOCK <i>Brca2</i> <sup>tm1Brn/Nci</sup>                                                                    | NCI# 01XB9   |

Supplementary Table 7. Genotyping primers

| Gene Target               | Oligo Name | Sequence (5' - 3')       | PCR product                                               |
|---------------------------|------------|--------------------------|-----------------------------------------------------------|
| <i>Cre</i>                | Cre-F      | TCGATGCAACGAGTGATGAG     | 500 bp                                                    |
|                           | Cre-R      | TTCGGCTATACGTAACAGGG     |                                                           |
| <i>Ino80<sup>fl</sup></i> | Ino80-F    | GCACTTCCTGGTTTTGCTGT     | WT = 290 bp<br>floxed = 350 bp                            |
|                           | Ino80-R    | CACTGACTGGCGTGTTTCAGA    |                                                           |
| <i>Ino80<sup>fl</sup></i> | Ino80-P1   | CTGGATGTGAAGGGAGAAGG     | WT = 416 bp<br>floxed = 482 bp<br>deleted allele = 352 bp |
|                           | Ino80-P2   | CATCTCTCCAGCCAGCACACT    |                                                           |
|                           | Ino80-P3   | TGCCACTCTACCTGCATCTG     |                                                           |
| <i>DTA</i>                | DTA-F      | CGACCTGCAGGTCCTCG        | 650 bp                                                    |
|                           | DTA-R      | CTCGAGTTTGTCCAATTATGTCAC |                                                           |
| <i>Trp53<sup>fl</sup></i> | p53-F      | GGTTAAACCCAGCTTGACCA     | WT = 270 bp<br>floxed = 390 bp                            |
|                           | p53-R      | GGAGGCAGAGACAGTTGGAG     |                                                           |
| <i>Brca2<sup>fl</sup></i> | Brca2-F    | GGCTGTCTTAGAACTTAGGCTG   | WT = 298 bp<br>floxed = 376 bp                            |
|                           | Brca2-R    | CTCCACACATACATCATGTGTC   |                                                           |

Supplementary Table 8. Primary antibodies

| Primary Antibody          | Company and product number               | Dilution   | Notes             |
|---------------------------|------------------------------------------|------------|-------------------|
| Rabbit anti-INO80         | Qiu et al., 2016, kind gift of J. Landry | WB, 1:1000 |                   |
| Rabbit anti-INO80         | Proteintech 18810-1-AP                   | WB, 1:500  |                   |
| Rabbit anti-INO80         | Abcam ab105451                           | WB, 1:1000 |                   |
| Rabbit anti-GAPDH         | Santa Cruz Biotechnology sc-25778        | WB, 1:1500 |                   |
| Chicken anti-MAP2         | Novus Biologicals NB300-213              | IF, 1:2000 |                   |
| Rabbit anti-GFP           | Thermo Fisher A-11122                    | IF, 1:250  |                   |
| Chicken anti-GFP          | Abcam ab13970                            | IF, 1:2000 |                   |
| Rat anti-BCL11B           | Abcam ab18465                            | IF, 1:500  |                   |
| Mouse anti-TLE4           | Santa Cruz Biotechnology sc-365406       | IF, 1:250  |                   |
| Rat anti-L1-CAM           | EMD Millipore MAB5272                    | IF, 1:500  |                   |
| Rat anti-EOMES            | Thermo Fisher 14-4875-80                 | IF, 1:500  |                   |
| Rabbit anti-SOX2          | Millipore/Chemicon AB5603                | IF, 1:2000 |                   |
| Goat anti-SOX2            | Santa Cruz Biotechnology sc-17320        | IF, 1:250  |                   |
| Rabbit anti-CC3           | Cell Signaling 9661S                     | IF, 1:500  |                   |
| Rabbit anti-CC3-Alexa555  | Cell Signaling 9604S                     | IF, 1:100  | Alexa555-labeled  |
| Rabbit anti-pHH3-Alexa647 | Cell Signaling 3458S                     | IF, 1:400  | Alexa647-labeled  |
| Rabbit anti-TRP53         | Leica P53-CM5P-L                         | IF, 1:500  |                   |
| Rat anti-F4/80            | Abcam ab6640                             | IF, 1:500  |                   |
| Rabbit anti-pKAP1         | Bethyl Laboratories A300-767A            | IF, 1:200  |                   |
| Rat anti-HA               | Sigma-Aldrich 11867423001                | IF, 1:250  |                   |
| Hamster anti-Myc          | Absolute Antibody Ab00100-22.0           | IF, 1:1000 |                   |
| Rabbit anti-γH2AX         | Cell Signaling 9718S                     | IF, 1:250  |                   |
| Chicken anti-RBFOX3       | EMD Millipore ABN91                      | IF, 1:2000 |                   |
| Rabbit anti-NEUROG2       | Cell Signaling 13144S                    | IF, 1:250  | antigen retrieval |
| Rabbit anti-SATB2         | Abcam ab92446                            | IF, 1:500  |                   |
| Rabbit anti-LHX2          | EMD Millipore ABE1402                    | IF, 1:2000 |                   |
| Rabbit anti-TP53BP1       | Novus Biologicals NB100-304SS            | IF, 1:1000 |                   |
| Mouse anti-γH2AX          | Millipore Sigma 05-636                   | IF, 1:500  |                   |

Supplementary Table 9. Secondary antibodies

| <b>Secondary Antibody</b>                                  | <b>Company</b>              | <b>Dilution</b> |
|------------------------------------------------------------|-----------------------------|-----------------|
| AlexaFluor 488 AffiniPure<br>Donkey anti-Rabbit IgG (H+L)  | Jackson ImmunoResearch Labs | 1:250           |
| AlexaFluor 488 AffiniPure<br>Donkey anti-Rat IgG (H+L)     | Jackson ImmunoResearch Labs | 1:250           |
| AlexaFluor 488 AffiniPure<br>Donkey anti-Goat IgG (H+L)    | Jackson ImmunoResearch Labs | 1:250           |
| AlexaFluor 594 AffiniPure<br>Donkey anti-Mouse IgG (H+L)   | Jackson ImmunoResearch Labs | 1:250           |
| Cy3 AffiniPure<br>Donkey anti-Rabbit IgG (H+L)             | Jackson ImmunoResearch Labs | 1:250           |
| Cy3 AffiniPure<br>Donkey anti-Rat IgG (H+L)                | Jackson ImmunoResearch Labs | 1:250           |
| AlexaFluor 647 AffiniPure<br>Donkey anti-Goat IgG (H+L)    | Jackson ImmunoResearch Labs | 1:250           |
| AlexaFluor 647 Affinipure<br>Donkey anti-Rabbit IgG (H+L)  | Jackson ImmunoResearch Labs | 1:250           |
| AlexaFluor 647 Affinipure<br>Donkey anti-Rat IgG (H+L)     | Jackson ImmunoResearch Labs | 1:250           |
| AlexaFluor 647 Affinipure<br>Donkey anti-Chicken IgG (H+L) | Jackson ImmunoResearch Labs | 1:250           |

Supplementary Table 10. Primers and probes for ddPCR

| Gene Target  | Primer_1 / Primer_2     | Probe (5' - 3')                                      |
|--------------|-------------------------|------------------------------------------------------|
| <i>Eda2r</i> | GCATCTACCTTCACTAAGCTCA  | /56-FAM/TGCATCCCA<br>/Zen/TGTACAAAGCAGACTCC/3IABkFQ/ |
|              | GTTCTACCGAAAGACACGCAT   |                                                      |
| <i>Pvt1</i>  | GCCACTGCCAATGTCTGT      | /56-FAM/TCCAGGTAG<br>/Zen/CCCGAGAGATGACA/3IABkFQ/    |
|              | CACTGAAAACAAGGACCGAAAC  |                                                      |
| <i>Ano3</i>  | CGAAGAAAACGTGCCCTCCAT   | /56-FAM/AGCTGTCGT<br>/Zen/TGAGTCTCTGCAGTG/3IABkFQ/   |
|              | GTCTTCATGTGTCCTCTATGTGA |                                                      |
| <i>Ino80</i> | CTCTCATACTCTGCACTTCTGTC | /56-FAM/CTGCGGTGA<br>/ZEN/CTCGTGGACTGG/3IABkFQ/      |
|              | GCTACCTCCTCACTTCGTTG    |                                                      |
| <i>Srp72</i> | CTCTCCTCATCATAGTCGTCCT  | /5HEX/CCAAGCACT<br>/Zen/CATCGTAGCGTTCCA/3IABkFQ/     |
|              | CTGAAGGAGCTTTATGGACAAGT |                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

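RNA of E13.5 neocortex was sequenced as 1 library per embryo from 7 ctrl, 5 cKO-E and 7 dKO-E embryos. The authors depleted ribosomal RNA, made libraries by Click-seq, checked the reads with FastQC, trimmed adapters with cutadapt, aligned reads with STAR, removed duplicates by molecular identifier with UMI-tools and counted reads per gene with htseq-count in its intersection-nonempty mode. The values they deposited are these counts, as whole numbers without normalization, for 51912 genes per library. Gene symbols and positions were taken from GENCODE M21 on GRCm38, in which 51633 of the gene identifiers were found, 47648 of them with the same version, and 279 were not found.

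Embryos were grouped by genotype as labelled. Sex labels were checked against counts of *Xist* and Y-linked genes. Each mutant was compared with ctrl, and dKO-E with cKO-E, in a fit of its own without covariates. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 for annotation and plots. Genes with low counts were removed by edgeR's filterByExpr at its minimum count of 10, libraries were normalized by TMM factors, and each gene was tested with edgeR's quasi-likelihood test. The p values were adjusted by the Benjamini-Hochberg procedure over all genes tested in that comparison. A gene was called upregulated or downregulated against ctrl at a false discovery rate of 0.001, the value the paper gives, and different between dKO-E and cKO-E at 0.05. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. CPM were computed with TMM factors over all 19 libraries.

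Lists of p53 targets, microglial genes, HR genes, NHEJ genes and markers of cortical cell types were written from general knowledge, after the paper's tables had been read and before the counts were. The p53 and microglia lists were tested among upregulated genes by one-sided Fisher's exact tests, and all lists by limma's camera, two-sided, at an inter-gene correlation of 0.01. The HR and NHEJ medians were also ranked among 10000 random lists of the same size matched on mean expression. Genes named in the text are those the paper names for RNA-seq, those in both of its tables of upregulated genes, the 5 genes per direction and comparison with the smallest p among called genes whose groups did not overlap, called members of the lists, sex-linked genes, and called genes near *Ino80*, *Trp53* and *Emx1*. Not every gene that this rule covers is reported here. Genes outside this rule are said to have been chosen after their values were seen.

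Total counts on genes ranged from 820915 to 8095810 per library, with a median of 2952788. A count of 3, taken as the smallest that could be told from 0, corresponds to between 0.369 and 3.71 CPM, and a fold against a group at or under it is given as a lower bound. These limits cover counting error alone. The same tests were run on simulated counts with known changes before use. For cKO-E against ctrl, dKO-E against ctrl and dKO-E against cKO-E, the quasi-likelihood test recovered 68.2%, 80.3% and 88.9% of the changed genes. It made 0, 0 and 6 false calls. The likelihood-ratio test recovered 79.0%, 88.6% and 91.6%, with 4, 2 and 16 false calls. Changed genes were thus missed more often by the quasi-likelihood test.

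Alternatives covered edgeR's likelihood-ratio test and DESeq2 in place of the quasi-likelihood test, looser and stricter filters on counts, RLE factors, total counts and upper quartiles in place of TMM, sequencing batch or sex as a covariate, litter or the letter of the label as a block, 1 fit over all libraries, single sequencing batches, females or males alone, false discovery rates of 0.01 and 0.05, a narrower background for the list tests, and each embryo left out in turn. Results were also compared with every other split of the embryos into groups of the same sizes that kept same-lettered embryos in different groups, and splits that put same-lettered embryos together were not run. For overlaps and differences, 100 regroupings of all embryos were used, in which genotypes were exchanged among same-lettered embryos and among embryos whose letter was used once. Chromatin accessibility, reads along single exons, ERCC standards and PCR measurements were not analysed here.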

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

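The tests of counting error and of apical progenitors in single embryos, the tests of *Ino80* counts, of RNA from other libraries, of the Cajal-Retzius list and of repression by p53, and the splits of the marker lists and of the HR difference were chosen only after the results were seen.

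In 13 of 153 groups of embryos, 1 embryo stood further from the others than Dixon's test allows at 95%, where chance gives 7.65. Library totals account for a pair of these: cKO-E embryo D had the fewest counts, 820915, and the fewest genes with a count, 14982. The other 11 were gene values. They were 98.6 CPM of *Pvt1*, 172 of *Serbp1*, 149 of *Brca1* and 399 of *Lhx2* in dKO-E embryo B, 16.0 of *Ccng1* in dKO-E embryo E, 7.61 of *Dglucy* and 70.7 of *Pkd2* in dKO-E embryo G, 112 of *Atm* in dKO-E embryo A, 34.9 of *Impg2* in cKO-E embryo A, 209.97 of *Rims2* in cKO-E embryo D and 15.1 of *Lig4* in ctrl embryo F. For 3 of the 11 (*Dglucy*, *Pkd2* and *Lig4*), the exact 95% Poisson interval of the count reached the nearest embryo of the group, so these cannot be told apart from counting error at low depth.

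Of the gene values, 4 belonged to dKO-E embryo B. A larger share of apical progenitors in that sample was examined as an explanation. The median deviation of the apical progenitor markers other than *Lhx2* was 0.22 on the log2 scale in embryo B, the highest of the 7 dKO-E embryos, against 0.14 in embryo A, and the cortical neuron markers were lowest in it at -0.43. With 1 embryo the pattern cannot be told apart from that explanation.

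Marker lists of cortical cell types, which the paper does not analyse in its RNA-seq, changed in cKO-E. By staining, the paper reports a loss of cycling progenitors in medial cKO-E cortex by the age sequenced. At a later age it reports fewer apical and intermediate progenitors in medial, but not lateral, cKO-E cortex. In dKO-E it found their numbers restored. The Cajal-Retzius list had a median log2 fold change of 0.79 (camera with limma, two-sided p = 1.35e-05, with 1 of 64 splits as large in the permutation of embryos that kept same-lettered embryos apart), above 0 for 8 of 8 genes, 0.75 in sequencing batch 1 and 0.66 in batch 2. The apical progenitor list had a median of -0.41 (p = 2.8e-06, with 1 of 64 in that permutation), below 0 for 13 of 16 genes, -0.42 in batch 1 and -0.47 in batch 2. The intermediate progenitor list had p = 0.0160, with 1 of 64 in that permutation, and was below 0 for 5 of 5 genes, but its median was -0.41 in batch 1 and -0.04 in batch 2. No change was found for the cortical neuron list as a set (p = 0.191, with 36 of 64 in that permutation), with 5 genes above and 4 below 0. At an unadjusted p under 0.05, 3 of its genes were higher and 1 was lower. The split counted as 1 is the real one. The Cajal-Retzius list rose in 26 of 26 fits and the apical progenitor list fell in 26 of 26. These marker lists were written after the paper's tables of the same embryos were read, so they are not independent of the values tested. A change in cell composition may explain these lists, as a hypothesis, and changes in expression within cells were not separated from it.

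The HR list was higher in dKO-E than in cKO-E, with a median log2 fold change of 0.17 and 47 of 55 genes above 0 (camera with limma, two-sided p = 3.08e-06, with 1 of 32 splits as large in the same kind of permutation, the real one). Its median was 0.23 in sequencing batch 1 and 0.14 in batch 2. At a false discovery rate of 0.05, 8 genes were higher and 0 lower (0 lower at an unadjusted p under 0.05). Repression of HR genes by p53 may explain the difference. The apical progenitor list was also higher in dKO-E than in cKO-E (median 0.32, and 0.45 and 0.05 in batches 1 and 2), and part of the difference cannot be told apart from a larger share of progenitors. The cortical neuron list was lower in dKO-E than in cKO-E (median -0.35, 1 of 9 genes above 0) and than in ctrl (median -0.24, 0 of 9). Its p values by limma's camera were 0.000127 and 0.0257, without a permutation of embryos. A change in cell composition thus stays open. Against ctrl, however, the dKO-E median was 0.08 for the HR list (35 of 55 genes above 0) and -0.09 for the apical progenitor list. By camera with limma these had p = 0.0704 and p = 0.0065, without a permutation of embryos, and the HR list had p under 0.05 in 13 of 28 fits and a direction above the other genes in 27. Whether HR genes were above ctrl in dKO-E was thus not settled.

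*Prkdc*, which the paper does not discuss, had a log2 fold change of -1.01 in cKO-E (adjusted p = 7.19e-07) and of -1.21 in dKO-E (adjusted p = 1.07e-08). Every mutant embryo was below every ctrl embryo, and the log2 fold changes were -0.95 and -1.13 in cKO-E, and -1.14 and -1.40 in dKO-E, in sequencing batches 1 and 2. The mutants did not differ past the threshold (adjusted p = 0.209). No biological explanation was tested.

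*Ino80* itself was higher in both mutants, by a log2 fold change of 0.48 in cKO-E (0.52 and 0.41 in sequencing batches 1 and 2) and 0.62 in dKO-E (0.71 and 0.55). Deletion of exons 2 to 4 alone would lower the count of the gene, and the change of 0.48 was in the other direction. The counts are not resolved by exon, so which exons gained reads was not tested.

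*Xist* had 24 counts in male dKO-E embryo E, 22 in embryo G and 17 in embryo F (20.9, 24.9 and 6.54 CPM without TMM factors), where the ctrl males had at most 5. In all libraries the *Xist* and Y-linked counts matched the sex label (0 went against it). As a share of the median female value, *Xist* was at 1.71% in embryo E, 2.03% in G and 0.536% in F. RNA from another library of the pool could add such counts. In batch 2, which held embryos F and G, the Y-linked values of the female libraries were 1.33%, 0.146%, 0.0758% and 0% of the male median. Embryo F lay under the highest of these and cannot be told apart from that explanation, while embryo G lay above all of them. Embryo E was the 1 library of batch 3, so the comparison does not cover it.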

How the results depend on the processing

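The false discovery rates, tests, filters, lists and all alternatives but a pair were set before the data were examined. The likelihood-ratio test on all genes listed, which includes genes without a count, and counts of every library thinned at random to the smallest total were chosen after seeing the data. A count of genes is called changed here when it is over 1.5 times the reported count or the reported count is over 1.5 times it. The cause was not tested for any change below.

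Upregulated genes in cKO-E numbered 124 and their number rose to 224 with DESeq2, 227 with the likelihood-ratio test on all genes listed, 245 with sequencing batch as a covariate, 260 with the likelihood-ratio test on all genes with at least 1 count, 267 with the quasi-likelihood test on all genes with at least 1 count, 306 with edgeR's likelihood-ratio test, 361 with an adjusted p under 0.01 and 852 with an adjusted p under 0.05. It fell to 20 with sequencing batch 2 alone, 45 with females alone and 71 with litter as a block. Counts of 85 to 166 were found under the other alternatives, and of 71 to 135 with 1 embryo left out. Downregulated genes in cKO-E numbered 270 and their number rose to 414 with sequencing batch as a covariate, 424 with the likelihood-ratio test on all genes with at least 1 count, 494 with DESeq2, 530 with edgeR's likelihood-ratio test, 641 with an adjusted p under 0.01 and 1152 with an adjusted p under 0.05. That number fell to 10 with sequencing batch 2 alone, 81 with females alone, 120 with thinned counts and 127 with litter as a block. Counts of 182 to 391 were found under the other alternatives, and of 164 to 266 with 1 embryo left out. In dKO-E, the 28 upregulated genes became 44 with the likelihood-ratio test on all genes listed, 45 with 1 fit over all 19 embryos, 63 with the likelihood-ratio test on all genes with at least 1 count, 79 with DESeq2, 80 with total counts in place of TMM, 117 with edgeR's likelihood-ratio test, 177 with an adjusted p under 0.01 and 620 with an adjusted p under 0.05. It fell to 1 with litter as a block, 1 with the replicate block, 2 with sequencing batch 2 alone, 3 with males alone, 4 with sequencing batch 1 alone and 6 with thinned counts. Counts of 27 to 40 were found under the other alternatives, and of 15 to 40 with 1 embryo left out. In dKO-E, the number of downregulated genes, 266, rose to 467 with DESeq2, 498 with edgeR's likelihood-ratio test, 603 with an adjusted p under 0.01 and 1139 with an adjusted p under 0.05. That number fell to 12 with sequencing batch 2 alone, 36 with litter as a block, 36 with the replicate block, 83 with sequencing batch 1 alone, 90 with thinned counts, 100 with males alone and 118 with total counts in place of TMM. Counts of 217 to 362 were found under the other alternatives, and of 172 to 265 with 1 embryo left out.

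The overlap of upregulated genes, 2, rose to 4 with the likelihood-ratio test on all genes with at least 1 count, 4 with the quasi-likelihood test on all genes with at least 1 count, 4 with sequencing batch as a covariate, 4 with 1 fit over all 19 embryos, 4 with the likelihood-ratio test on all genes listed, 6 with DESeq2, 6 with total counts in place of TMM, 12 with edgeR's likelihood-ratio test, 19 with an adjusted p under 0.01, 19 with an unadjusted p under 0.05 in dKO-E and 120 with an adjusted p under 0.05. It fell to 0 with thinned counts (7 at an unadjusted p under 0.05 in both), 1 with sex as a covariate, 1 with litter as a block, 1 with the replicate block, 1 with sequencing batch 1 alone and 1 with sequencing batch 2 alone. Counts of 2 to 3 were found under the other alternatives, and of 1 to 3 with 1 embryo left out. The overlap of downregulated genes, 125, rose to 217 with DESeq2, 226 with an unadjusted p under 0.05 in dKO-E, 229 with edgeR's likelihood-ratio test, 287 with an adjusted p under 0.01 and 545 with an adjusted p under 0.05. That number fell to 6 with sequencing batch 2 alone, 22 with litter as a block, 28 with the replicate block, 41 with sequencing batch 1 alone, 41 with thinned counts and 67 with total counts in place of TMM. Counts of 105 to 168 were found under the other alternatives, and of 85 or more with 1 embryo left out. Genes upregulated in cKO-E and lower in dKO-E than in cKO-E numbered 114 and their number rose to 199 with DESeq2, 199 with the likelihood-ratio test on all genes listed, 220 with sequencing batch as a covariate, 232 with the likelihood-ratio test on all genes with at least 1 count, 251 with the quasi-likelihood test on all genes with at least 1 count, 259 with edgeR's likelihood-ratio test, 285 with an adjusted p under 0.01 and 495 with an adjusted p under 0.05. It fell to 16 with sequencing batch 2 alone. Counts of 78 to 157 were found under the other alternatives, and of 69 to 126 with 1 embryo left out. Genes downregulated in cKO-E and higher in dKO-E than in cKO-E numbered 109 and their number rose to 174 with DESeq2, 181 with the quasi-likelihood test on all genes with at least 1 count, 203 with edgeR's likelihood-ratio test, 214 with an adjusted p under 0.01 and 323 with an adjusted p under 0.05. That number fell to 1 with sequencing batch 2 alone, 19 with an adjusted p under 0.001 for the difference and 47 with thinned counts. Counts of 74 to 163 were found under the other alternatives, and of 46 to 126 with 1 embryo left out.

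The replicate block, in which the letter of the label pairs embryos, gave 132 upregulated and 209 downregulated genes in cKO-E, against 124 and 270 without the block. Of the 394 genes called without the block, 254 stayed called. Letters do not follow litters, and the mean correlation of same-lettered embryos of different genotypes was 0.0102. Litter as a block could not be fitted for dKO-E against cKO-E, and in dKO-E against ctrl 1 litter is shared. Scaling to the ERCC standards was set before and not run, since the counts list no such standards. With total counts in place of TMM, the share of upregulated genes among called genes went from 31.5% to 44.7% in cKO-E, from 9.52% to 40.4% in dKO-E and from 37.3% to 53.0% in dKO-E against cKO-E, and the median log2 fold change of all genes moved by 0.03, 0.09 and 0.05.

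The p53 list, with 15 of 90 tested genes upregulated in cKO-E, had 14 to 15 with 1 embryo left out and 1 in sequencing batch 2 alone (one-sided Fisher's exact test, p = 0.139). It had 6 of 64 with genes with at least 10 counts in every embryo (one-sided Fisher's exact test, p = 8.65e-05), 6 of 68 with thinned counts (p = 3.82e-05), 10 in females alone and 12 with litter as a block. It had 21 with the likelihood-ratio test, with sequencing batch as a covariate and, under either test, with all genes with at least 1 count, and 22 and 32 at false discovery rates of 0.01 and 0.05. Counts of 14 to 19 were found under the other alternatives. In dKO-E, 0 of its genes were upregulated in any of the 39 fits, with 2 to 18 at an unadjusted p under 0.05. The microglia list, with 3 upregulated genes, had 1 with the replicate block and 1 with litter as a block (one-sided Fisher's exact tests, p = 0.0871 and p = 0.0477). The count was 0 with genes with at least 10 counts in every embryo (2 of 2 at an unadjusted p under 0.05). It was also 0 in sequencing batch 2 alone (3 of 6), in females alone (7 of 8) and with thinned counts (1 of 1). With edgeR's likelihood-ratio test the list had 5, and with DESeq2 4, both after filterByExpr. It had 1 to 3 with 1 embryo left out. Among all genes with at least 1 count it had 7 of 44 with the quasi-likelihood test (p = 3e-07) and 14 of 44 with the likelihood-ratio test (p = 5.87e-18), both by one-sided Fisher's exact tests.

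The HR median of -0.09 stayed below 0 in all 26 fits with camera, of which 19 had p under 0.05, and the tests with p of 0.05 or more included genes with at least 10 counts in every embryo (-0.089), the replicate block (-0.049), sequencing batch 1 alone (-0.036) and thinned counts (-0.11). With 1 embryo left out it ran from -0.15 to -0.024. The NHEJ median of -0.01 became 0.030 with total counts, 0.014 with upper quartiles, 0.099 with the replicate block, 0.078 in sequencing batch 1 alone and 0.036 in batch 2 alone, and ran from -0.024 to 0.042 with 1 embryo left out. No camera test was made with the likelihood-ratio test or DESeq2.

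Among 73 results for single genes under 2311 alternatives, 2123 kept their direction and side of the threshold, 158 lost their call, 23 gained one and 7 changed sign by more than their error. *Xrcc1* in cKO-E became 0.10 with the replicate block. In sequencing batch 2 alone, *Trp53* in cKO-E became 0.022, *Pvt1* in dKO-E -0.22, and the difference between dKO-E and cKO-E 0.11 for *Tet2* and 0.19 for *Impg2*. The difference of *Impg2* also became 0.13 with thinned counts, and ran from -0.18 to 0.16 with 1 embryo left out, highest without cKO-E embryo A. With filterByExpr, 8 of the 46 genes of the microglia list could be tested in cKO-E at this depth, and with thinned counts 1 gene, against 44 among all genes with at least 1 count.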

Differences from the paper's values

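The paper's p values came from edgeR with likelihood-ratio tests, and the numbers here came from its quasi-likelihood test after filterByExpr, so the counts are not from like tests. The paper's number of genes upregulated in cKO-E is 205, against 124 here. Of the 18 alternatives set before the data were examined, 8 came within 1.5 times the paper's number: 306 with edgeR's likelihood-ratio test, 260 with that test on all genes with at least 1 count, 267 with the quasi-likelihood test on those genes, 224 with DESeq2, 160 with total counts, 245 with sequencing batch and 166 with sex as a covariate, and 149 with 1 fit over all embryos. The other 10 did not: 100 with genes with at least 10 counts in every embryo, 121 with RLE factors, 131 with upper quartiles, 71 with litter as a block, 132 with the replicate block, 85 and 20 in sequencing batches 1 and 2 alone, 45 in females alone, and 361 and 852 at false discovery rates of 0.01 and 0.05. None of 12 fits without 1 embryo did (0). The likelihood-ratio test on all genes listed, which was chosen after seeing the values, gave 227.

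The paper's number of genes downregulated in cKO-E is 418, against 270 here. The alternatives within 1.5 times of it, 7 of 18, were 530 with the likelihood-ratio test, 424 with that test on all genes with at least 1 count, 391 with the quasi-likelihood test on those genes, 494 with DESeq2, 414 with sequencing batch and 292 with sex as a covariate, and 317 with 1 fit over all embryos. The others were 256 with at least 10 counts in every embryo, 272 with RLE factors, 198 with total counts, 235 with upper quartiles, 127 with litter and 209 with the replicate block, 182 and 10 in batches 1 and 2 alone, 81 in females alone, and 641 and 1152 at false discovery rates of 0.01 and 0.05. With 1 embryo left out, 0 of 12 fits were. The likelihood-ratio test on all genes listed, which was chosen after seeing the values, gave 371.

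The paper's number of genes upregulated in dKO-E is 44, against 28 here. Within 1.5 times of it, 6 of 18, were 63 with the likelihood-ratio test on all genes with at least 1 count, 32 with the quasi-likelihood test on those genes, 35 with at least 10 counts in every embryo, 35 with upper quartiles, 40 with sex as a covariate and 45 with 1 fit over all embryos, and 1 of 14 fits without 1 embryo. The others were 117 with the likelihood-ratio test, 79 with DESeq2, 29 with RLE factors, 80 with total counts, 27 with sequencing batch as a covariate, 1 with litter and 1 with the replicate block, 4 and 2 in batches 1 and 2 alone, 3 in males alone, and 177 and 620 at false discovery rates of 0.01 and 0.05. The likelihood-ratio test on all genes listed gave 44, and it was chosen after seeing the values.

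The paper's text and tables also differ among themselves. Its text gives 3 genes upregulated in both mutants, where its tables share 4 (*Ino80*, *Impg2*, *Cdkl3* and *Zc3h6*) and 2 were found here. It gives 418 downregulated genes in cKO-E, where its table lists 417. Its tables of downregulated genes share 163 genes, 29 of which are missing from the table of 134 shared genes.

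Of the paper's calls, the quasi-likelihood test made 118 of 205, 264 of 417, 26 of 44 and 253 of 340, and all of its genes tested here changed in the paper's direction. The likelihood-ratio test on all genes with at least 1 count made 205, 408, 44 and 340 of them. The paper calls *Fcrls* and *C1qc* upregulated in cKO-E, which were not tested here. Calls for both came with all genes with at least 1 count under either test. *Ephx1* was called in cKO-E under the same settings, in sequencing batch 1 alone and without cKO-E embryo D. *Zc3h6* in cKO-E was called with the likelihood-ratio test, with all genes with at least 1 count under either test, with DESeq2, with sequencing batch as a covariate, at false discovery rates of 0.01 and 0.05 and without ctrl embryo C. *Cdkl3* in dKO-E was called under these settings apart from the last, and also with total counts, with 1 fit over all embryos and without dKO-E embryo C. *Ano3*, lower in dKO-E than in ctrl in the paper's tables, was called with the likelihood-ratio test on all genes with at least 1 count and with 1 fit over all embryos. The likelihood-ratio test on all genes listed, chosen after seeing the values, called each of these genes.

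The paper found no significant change of HR genes in cKO-E. Here the HR list was lower than the other genes by limma's camera (p = 0.0144) with a median log2 fold change of -0.09, but 26 of 64 splits of the embryos reached that p and 13 of 64 that median. The 1 listed gene called, *Abraxas1*, is also downregulated in the paper's table.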

Other observations

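The splits of the cKO-E counts and of the p53 list in dKO-E, the tests of library size, of gene span, of genes near *Trp53*, of counting over introns, of basal p53 activity and of genes lower still in dKO-E were chosen only after the results were seen.

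Of 64 splits of the cKO-E and ctrl embryos that kept same-lettered embryos apart, 1, the real one, gave as many as 124 upregulated genes and 1 gave as many as 270 downregulated genes, and the others gave 0. In dKO-E, 1 of 96 splits gave as many upregulated and 1 of 96 as many downregulated genes, and the others gave at most 2. In 100 regroupings of all embryos, 1, the real one, gave as many genes upregulated in both mutants, downregulated in both, upregulated in cKO-E and lower in dKO-E, and downregulated in cKO-E and higher in dKO-E. The p53 list gave as small a Fisher's exact p in cKO-E in 1 of 64 splits, the microglia list in 1 of 64, and the p53 list in dKO-E, where 0 genes were upregulated, in 96 of 96. These counts were fixed in advance and say nothing about the lists themselves. In cKO-E the other splits gave 0 upregulated genes, so any list with a called gene would give 1 of 64. The HR median was reached in 13 of 64 splits and its camera p in 26 of 64, so that p is smaller than the splits bear out. The NHEJ median was reached in 57 of 64.

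Of the 267 genes called in sequencing batch 1 alone in cKO-E, 254 were also tested in batch 2 alone, and 253 of them (99.6%) changed the same way there. In dKO-E it was 100% (87 of 87). With sex as a covariate, 373 of 394 called genes stayed called in cKO-E and 272 of 294 in dKO-E. Library size did not differ between the groups (two-sided exact permutation test, p = 0.545 and p = 0.780). After correction for GC content, 369 and 285 of the genes were still called, after correction for gene length 374 and 281, and after correction for gene span 379 and 244. The corrections for GC content, length and span moved the log2 fold changes of the called genes by medians of 0.030, 0.025 and 0.035 in cKO-E and 0.061, 0.058 and 0.069 in dKO-E. Other genes were called after the corrections, which brought the totals from 394 to 426, 411 and 468 in cKO-E and from 294 to 499, 452 and 380 in dKO-E. Called genes were not enriched within 20 Mb of the engineered loci (one-sided Fisher's exact test). For cKO-E the p was 0.219 near *Ino80* and 0.299 near *Emx1*, and for dKO-E it was 0.328 near *Ino80*, 0.368 near *Emx1* and 0.775 near *Trp53*. The dKO-E embryos came from 2 litters, 1 of which also gave ctrl embryos, so litter and genotype cannot be fully told apart. No litter gave both dKO-E and cKO-E embryos, so a fit of these groups alone cannot tell litter and genotype apart. The ctrl littermates of each mutant were not used in that comparison.

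*Trp53* counts lay inside the range of the other groups in 5 of 7 dKO-E embryos, so they cannot show whether a sample was mislabelled. The mean correlation of same-lettered embryos of different genotypes was 0.0102, and the letters did not pair the embryos. For littermates of different genotypes the mean correlation was 0.0852, against -0.0080 for pairs from different litters.

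Loss of basal p53 activity was a hypothesis for the p53 list in dKO-E against ctrl. No change of the list as a set was found (camera with limma, two-sided p = 0.290, with 30 of 96 splits as large in the permutation of embryos that kept same-lettered embryos apart), and 38 genes were above and 43 below 0. However, 8 of the 15 listed genes upregulated in cKO-E had too few counts in this comparison to be tested, so the test left out many of the genes that rose in cKO-E and cannot tell. At an unadjusted p under 0.05, 18 listed genes were lower and 7 higher, among them *Inka2* (log2 fold change -0.77, adjusted p = 0.0286), and *Cpe* was downregulated (log2 fold change -0.44, adjusted p = 2.68e-05). *Eda2r* had 0 to 0.841 CPM in dKO-E against 1.02 to 2.80 in ctrl. *Ano3*, which is not in the list, had a log2 fold change of -1.98 with the likelihood-ratio test on all genes with at least 1 count (adjusted p = 5.64e-05), and was not called with the quasi-likelihood test on the same genes (adjusted p = 0.00157). With that quasi-likelihood test, 9 of the 15 genes were lower and 6 higher than in ctrl (5 and 2 at an unadjusted p under 0.05). Over the 118 listed genes with a count, limma's camera gave p = 0.310, for which no permutation of the embryos was run. Shared promoters were a hypothesis for the genes downregulated in both mutants. Of 122 protein-coding genes, 9 had a promoter within 1000 bp head to head with another gene, or 7.38%, at percentile 26.4 of random lists matched on mean expression. A larger share of surviving cells without *Ino80* in dKO-E was a hypothesis for genes downregulated in cKO-E, and 3 were lower still in dKO-E, against 109 higher. These genes had been selected for low values in the same cKO-E embryos, so the comparison cannot tell. Among the 125 genes downregulated in both mutants, the numbers were 3 and 8.

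*Slco3a1*, chosen after its values were seen, was the 1 gene upregulated in cKO-E and downregulated in dKO-E against ctrl (log2 fold change 0.56 and -0.46). Across 10911 protein-coding genes, counts followed genomic span given transcript length with a partial rank correlation of 0.337, and transcript length given span with 0.210. Genes are not independent replicates. Counting of reads over introns as well as exons may explain the former. In dKO-E, no interaction of sex and genotype was found at a false discovery rate of 0.05 (0 genes, and 589 at an unadjusted p under 0.05 against 569.05 by chance). The cKO-E group held 1 male, so an interaction cannot be tested there.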
